# Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death

**DOI:** 10.1016/j.jbc.2023.104915

**Published:** 2023-06-12

**Authors:** Wei Wang, Adam M. Hawkridge, Yibao Ma, Bei Zhang, John B. Mangrum, Zaneera H. Hassan, Tianhai He, Sofiya Blat, Chunqing Guo, Huiping Zhou, Jinze Liu, Xiang-Yang Wang, Xianjun Fang

**Keywords:** UBL5, ER stress, UPR, PERK, proteasome degradation, ubiquitin-independent proteasome system, apoptosis, cell survival

## Abstract

Biological functions of the highly conserved ubiquitin-like protein 5 (UBL5) are not well understood. In *Caenorhabditis elegans*, UBL5 is induced under mitochondrial stress to mount the mitochondrial unfolded protein response (UPR). However, the role of UBL5 in the more prevalent endoplasmic reticulum (ER) stress-UPR in the mammalian system is unknown. In the present work, we demonstrated that UBL5 was an ER stress–responsive protein, undergoing rapid depletion in mammalian cells and livers of mice. The ER stress–induced UBL5 depletion was mediated by proteasome-dependent yet ubiquitin-independent proteolysis. Activation of the protein kinase R–like ER kinase arm of the UPR was essential and sufficient for inducing UBL5 degradation. RNA-Seq analysis of UBL5-regulated transcriptome revealed that multiple death pathways were activated in UBL5-silenced cells. In agreement with this, UBL5 knockdown induced severe apoptosis in culture and suppressed tumorigenicity of cancer cells *in vivo*. Furthermore, overexpression of UBL5 protected specifically against ER stress–induced apoptosis. These results identify UBL5 as a physiologically relevant survival regulator that is proteolytically depleted by the UPR-protein kinase R–like ER kinase pathway, linking ER stress to cell death.

Ubiquitin binds to cellular proteins *via* an isopeptide bond between the two glycine (Gly) residues (di-Gly motif) at its C terminus and an acceptor lysine residue of target proteins catalyzed by the sequential activities of ubiquitin-activating enzymes (E1), ubiquitin-conjugating enzymes (E2), and ubiquitin protein ligases (E3) (1, 2). Attachment of ubiquitin subsequently alters the stabilities, localizations, or activities of target proteins. In addition to ubiquitin, there exist a large number of ubiquitin-like proteins (UBLs) that are related in the sequence, structure, and function to ubiquitin (3, 4). The members of UBLs share a canonical ubiquitin fold composed of a curved β-sheet wrapping around a central α-helix. Many UBLs such as small ubiquitin-related modifier and neural precursor cell expressed, developmentally downregulated 8 also contain the di-Gly motif responsible for target conjugation through the E1–E3 enzymatic cascade (4), adding another dimension of covalent modifications of protein functions.

Among UBLs, the highly conserved ubiquitin-like protein 5 (UBL5)/homologous to ubiquitin 1 is unique in that it lacks the C-terminal di-Gly motif necessary to form covalent conjugates with other proteins (5, 6, 7). Instead, UBL5 possesses a C-terminal dityrosine motif of unknown function. As such, UBL5 is thought to be a reversible regulator of protein functions rather than a protein degrader. Biological functions of UBL5, particularly in mammalian cells, remain poorly understood. UBL5 has been shown to regulate pre-mRNA splicing *via* noncovalent binding to specific spliceosomal proteins in yeast and human cells (8, 9, 10, 11, 12, 13). UBL5 was also reported to be present in the Fanconi anemia complementation group I to maintain the functional integrity of the Fanconi anemia DNA repair pathway in mammalian cells (14). In *Caenorhabditis elegans*, UBL5 was induced by mitochondrial stress to mount the mitochondrial unfolded protein response (UPR^mt^) (15). The induced UBL5 binds to the transcription factor Dve-1 to activate expression of the mitochondrial chaperone hsp-60 and other UPR^mt^ components (15, 16, 17). Recent studies also implicate UBL5 in activation of the UPR^mt^ in mammalian cells (https://minerva-access.unimelb.edu.au/items/2f2fccf6-655e-5e34-bedb-8c7dd2a04b9b, Accessed June 29, 2022) (18). However, the role of UBL5 in the physiologically more prevailing endoplasmic reticulum (ER) stress and associated UPR is unknown.

In the present study, we examined the role of UBL5 in ER stress-UPR in the mammalian system. We demonstrated that UBL5 protein was quickly lost in response to diverse ER stressors in mammalian cell lines and in livers of mice in sharp contrast to the observation in *C. elegans* where UBL5 was induced upon mitochondrial stress (15). The degradation of UBL5 in response to ER stress was mediated by the ubiquitin-independent proteasome system (UIPS) (19). Pharmacological and molecular analyses indicate that the protein kinase R–like ER kinase (PERK) of the UPR was essential and sufficient for inducing UBL5 degradation in response to ER stress. The depletion of UBL5 led to activation of multiple death cascades as revealed by RNA-Seq and pathway enrichment analysis. Consistent with this, UBL5 deficiency induced catastrophic apoptosis in culture and inhibited tumorigenicity of cancer cells *in vivo*. Furthermore, overexpression of UBL5 was capable of conferring significant resistance to apoptosis induced by ER stress but not by other death stimuli unaffecting UBL5 protein stability. These results demonstrate a physiologically relevant survival function of UBL5 and a novel regulatory mechanism to control UBL5 protein stability by activation of PERK during ER stress.

## Results

### UBL5 protein is depleted as a ubiquitous response to ER stress

Little is known about how expression of UBL5 is regulated in physiological and pathophysiological conditions. To address this, we examined UBL5 protein expression in the context of ER stress in mammalian cell lines and primary mouse hepatocytes. In regular culture, the approximately 8.5 kDa UBL5 protein was constitutively present in all cell lines of different tissue origins as analyzed with immunoblotting (data not shown). However, the protein disappeared in response to ER stress–inducing agents such as the most commonly used pharmacological ER stressors tunicamycin (TM), thapsigargin (TG), and DTT (Fig. 1*A*). When TM or TG was withdrawn from culture, UBL5 protein did not recover immediately until clearance of ER stress as reflected by termination of C/EBP homologous protein (CHOP) induction or PERK activation (Fig. S1), confirming the close association of UBL5 depletion with ER stress condition.

**Figure 1:**
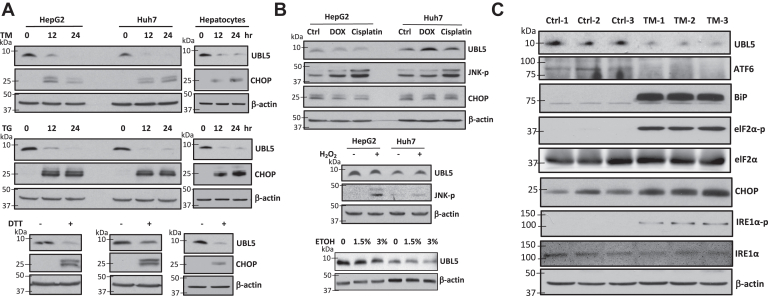
**Loss of UBL5 is a general response to ER stress.***A*, HepG2, Huh7, and primary mouse hepatocytes were treated with TM (2, 0.2, 0.5 μg/ml, respectively), TG (1, 0.1, and 0.25 μM, respectively) for indicated hours or with DTT (1 mM, 3 h in all cell types). In this and the following panels, expression of UBL5 protein was analyzed with tricine protein gel. CHOP was included as a UPR activation marker and β-actin as loading control. *B*, HepG2 and Huh7 cells were treated with DOX (0.4 μM, 16 h), cisplatin (7.5 μM, 16 h), H_2_O_2_ (0.4 mM, 24 h), or ethanol (ETOH) (1.5% or 3%, 24 h) before immunoblotting analysis of indicated proteins. *C*, adult C57/BL6 male mice were i.p. injected with vehicle or with TM (2 mg/kg) (n = 3) to induce pharmacological ER stress. After 26 h, the control and TM-injected mice were sacrificed and liver tissues were collected for protein extraction. The effects of TM treatment on expression of UBL5 protein and multiple UPR activation markers (ATF6, BiP, elF2α-p, elF2α, CHOP, IRE1α-p, and IRE1α) were assessed by immunoblotting. ATF6, activating transcription factor 6; BiP, binding immunoglobulin protein; CHOP, C/EBP homologous protein; DOX, doxorubicin; ER, endoplasmic reticulum; H_2_O_2_, hydrogen peroxide; IRE1α, inositol-requiring enzyme 1α; TG, thapsigargin; TM, tunicamycin; UBL5, ubiquitin-like protein 5.

Different from TM, TG, and DTT, certain cellular insults do not cause ER stress *per se* but could disturb ER homeostasis ultimately leading to ER stress. To test whether these indirect ER stimuli regulate UBL5 protein abundance, we examined the responses of UBL5 to inhibitors of electron transfer chains or hypoxia. Electron transfer chain inhibitors have been reported to interfere with ATP-dependent protein folding secondary to the onset of bioenergetic stress (20, 21). Indeed, treatment for 24 h with the complex I inhibitor rotenone or piericidin A blocked ATP production as reflected by phosphorylation and activation of AMP-activated kinase, which was accompanied with marked depletion of UBL5 protein (Fig. S1). Similarly, the antidiabetic agent metformin at 2 mM also resulted in partial loss of UBL5 protein, consistent with its reported role as a complex I inhibitor at high doses (22). Hypoxia also induced loss of UBL5 (Fig. S2), consistent with the roles of oxygen in formation of disulfide linkages or in ATP production required for protein folding (23).

In contrast to these direct and indirect ER stress inducers, the chemotherapeutic agents doxorubicin (DOX) and cisplatin did not affect UBL5 protein abundance although they all induced general cellular stress as evidenced by phosphorylation and activation of c-Jun N-terminal kinase (Fig. 1*B*). However, they did not induce ER stress as reflected by the lack of CHOP induction (Fig. 1*B*). Exposure of HepG2 and Huh7 cells to ethanol or hydrogen peroxide (H_2_O_2_) for 24 h did not deplete UBL5 either, confirming that UBL5 was depleted in response to ER stress but not other cellular stress conditions.

To confirm that UBL5 protein was also depleted in response to ER stress *in vivo*, we took advantage of the TM-induced ER stress model (24). Mice were i.p. injected with TM (2 mg/kg) or vehicle. Fractions of livers were collected and processed for immunoblotting. As shown in Figure 1*C*, TM treatment induced full-fledged UPR as indicated by activation of multiple markers of the three UPR arms: activating transcription factor 6 (ATF6), binding immunoglobulin protein, phosphorylated eukaryotic translation initiation factor 2α (eIF2α), CHOP, and phosphorylated inositol-requiring enzyme 1α (IRE1α) (25). Concurrent with the UPR activation by TM, UBL5 was dramatically decreased in livers of TM-treated mice compared with those of control animals.

### Loss of UBL5 protein is mediated by the UIPS

To understand the mechanism for the loss of UBL5 protein during ER stress, we examined UBL5 mRNA expression by reverse transcription (RT) and real-time PCR. As shown in Figure 2*A*, HepH2 and Huh7 cells were treated with TM, TG, or DTT for different intervals. These treatments were sufficient to induce ER stress and UPR as evidenced by dramatic induction of expression of CHOP transcripts (Fig. 2*A*, *lower*). However, only slight decreases in UBL5 mRNA were detected in HepG2 cells treated with TM for 6 h (∼11%) and in Huh7 cells treated with DTT for 1 h (<5%), which was disproportionate to the extent of UBL5 protein loss induced by these agents. In addition, these minor decreases were not consistent between the two cell lines or between different time points. In fact, we observed significant increases in UBL5 mRNA levels in later time points of TM, TG, or DTT treatment (Fig. 2*A*), likely as a compensatory response to the loss of UBL5 protein under ER stress. Collectively, these results indicate that ER stress triggers loss of UBL5 protein through a mechanism independent of transcriptional repression.

**Figure 2:**
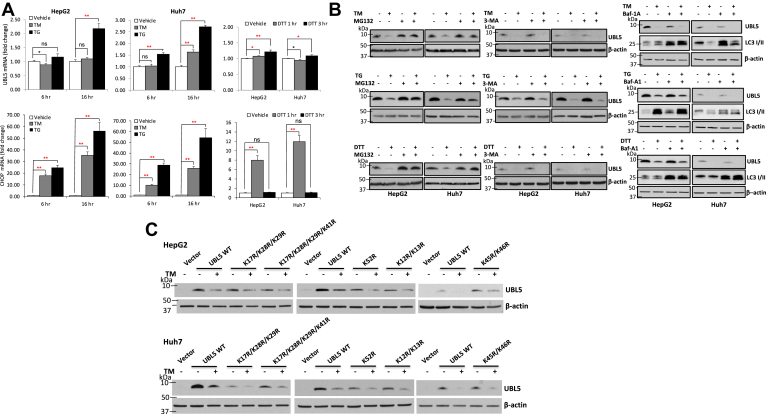
**ER stress–induced UBL5 degradation is mediated by the UIPS independent of transcriptional regulation.***A*, HepG2 and Huh7 cells were treated with TM or TG for 6 or 16 h or DTT for 1 or 3 h at doses as for Figure 1*A*. The effects on UBL5 mRNA were analyzed by RT–qPCR. The results were normalized on that of β-actin and presented as fold change relative to vehicle-treated control cells (defined as 1). The statistical significances were indicated with *black* and *red asterisks* to indicate upregulation and downregulation, respectively. *B*, HepG2 and Huh7 cells were treated with TM or TG for 16 h at doses as for Figure 1*A* in the presence or the absence of MG132 (1 μM), 3-MA (5 mM), or Baf-A1 (25 nM). The effects of these treatments on UBL5 protein were examined by immunoblotting. *C*, tag-free wildtype UBL5 (UBL5 wt) or various lysine/arginine (A/R) mutants were transiently transfected into HepG2 or Huh7 cells. Transfected cells were treated with TM for 20 h at doses as for Figure 1*A*. The TM-induced degradation of wt and mutant UBL5 was examined by immunoblotting. 3-MA, 3-methyladenine; Baf-A1, bafilomycin A1; ER, endoplasmic reticulum; qPCR, quantitative PCR; TG, thapsigargin; TM, tunicamycin; UBL5, ubiquitin-like protein 5; UIPS, ubiquitin-independent proteasome system.

We next examined whether the decrease in UBL5 protein under ER stress resulted from proteasome-mediated process. HepG2 and Huh7 cells were treated with TM, TG, or DTT in the absence or the presence of the proteasome inhibitor MG-132. As shown in Figure 2*B* (*left*), MG-132 at 1 μM fully or significantly rescued TM-, TG-, or DTT-induced loss of UBL5 protein. In contrast, inhibitors of the autophagic/lysosomal pathway, 3-methyladenine (26) and bafilomycin A1 (27) did not protect UBL5 protein against ER stress (Fig. 2*B*, *middle & right*), indicating the involvement of the proteasome-dependent proteolysis but not the autophagic/lysosomal pathway in degrading UBL5 in response to ER stress.

UBL5 is a lysine-rich protein with a total of nine lysine residues (7). The protein has not been shown to be regulated by the ubiquitin proteasome system. Consistently, we did not see apparent UBL5–ubiquitin ladders at early hours or over the entire course of TM treatment (Fig. S3). However, this could be due to highly dynamic degradation upon ubiquitination or the limitation of the UBL5 antibody to detect UBL5 ubiquitinated *via* different types of ubiquitin chain linkages (28, 29). Interestingly, a recent proteomics study aiming for genome-wide profiling of ubiquitin-binding proteins demonstrated that four lysine residues within UBL5 (K17, K28, K29, and K41) were ubiquitinated at basal levels in HepG2 cells (30). We were also able to detect three (K17, K28, and K29) of these four lysine residues bound to ubiquitin in UBL5-His-transfected human embryonic kidney 293 cells by mass spectrometry analysis (data not shown). However, when we mutated these three (K17R/K28R/K29R) or all four (K17R/K28R/K29R/K41R) lysine residues, TM-induced degradation of the mutants showed a pattern similar to that of wt UBL5 in HepG2 and Huh7 cells (Fig. 2*C*).

In the subsequent experiment, we mutated other five lysine residues individually for well-separated ones or collectively for those clustered together. As shown in Figure 2*C*, these additional mutants remained sensitive to TM-induced degradation. Together, none of these lysine residues seems to be required for proteasome-dependent degradation of UBL5. Therefore, ER stress–induced degradation of UBL5 is most likely mediated *via* UIPS. Of note, TM induced only partial degradation of overexpressed UBL5, compared with the endogenous UBL5, suggesting that overexpressed UBL5 exceeded the UIPS-degrading capacity in TM-treated conditions.

### UBL5 degradation lies downstream of the PERK arm of the UPR

The aforementioned results suggested that UBL5 is a previously unrecognized ER stress–responsive protein. We next examined if UBL5 proteolysis is mediated by the UPR or by a mechanism independent of the three known UPR arms. To this end, we examined the effects of well-characterized inhibitors of three UPR sensors PERK, IRE1/X-box-binding protein 1 (XBP1), and ATF6 on UBL5 degradation. As shown in Figure 3*A*, TM-induced UBL5 degradation was prevented by the PERK inhibitor GSK265615 (31) but not by the IRE1/XBP1 inhibitor STF 083010 (32) or the ATF6 blocker ceapin-A7 (33), suggesting that UBL5 turnover is controlled by PERK activity under ER stress.

**Figure 3:**
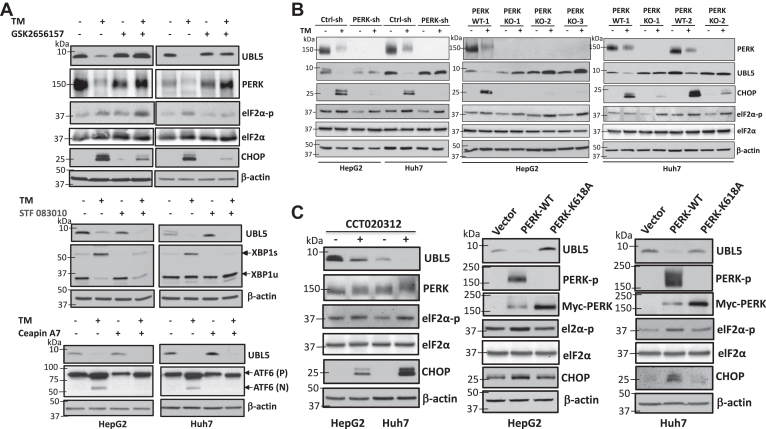
**UBL5 degradation lies downstream of the PERK arm of UPR.***A*, HepG2 and Huh7 cells were treated for 18 h with TM at doses as for Figure 1*A* in the presence or the absence of the PERK inhibitor GSK2656157 (0.12 μM and 0.25 μM, respectively), the IRE1/XBP1 pathway inhibitor STF083010 (80 μM and 50 μM, respectively), or the ATF6 blocker ceapin-A7 (12 μM for both cell lines). The effects of these treatments on UBL5 and UPR markers were examined by immunoblotting. CHOP, XBP1s (spliced form), and ATF6 cleavage were included to show the efficacies of the respective inhibitors. *B*, PERK was knocked down by shRNA (*left*) or knocked out by CRISPR–Cas9 (PERK-KO) (*right*). The cells were treated with TM for 16 h at doses as for Figure 1*A* before immunoblotting for the indicated proteins. *C*, HepG2 and Huh7 cells were treated with the PERK activator CCT020312 (8 μM, 16 h) or vehicle before immunoblotting for the indicated proteins (*left*). *Right*, Myc-tagged wt PERK (PERK-WT) or its kinase dead mutant (PERK-K618A) was transfected into HepG2 and Huh7 cells. Cell lysates were prepared 48 h post-transfection and immunoblotted for the indicated proteins. ATF6, activating transcription factor 6; CHOP, C/EBP homologous protein; PERK, protein kinase R–like ER kinase; TM, tunicamycin; UBL5, ubiquitin-like protein 5; UPR, unfolded protein response; XBP1, X-box-binding protein 1.

To gain molecular evidence for the involvement of PERK in the UBL5 degradation, we used virally transduced shRNA to knockdown (KD) PERK expression as well as the CRISPR–Cas9 technique to knockout PERK in HepG2 and Huh7 cells. As presented in Figure 3*B*, both approaches protected UBL5 from TM-induced degradation. Of note, UBL5 was completely protected by either PERK inhibitor GSK265615 (Fig. 3*A*) or by PERK KD or KO intervention (Fig. 3*B*). In HepG2 cells, the PERK KO was actually overprotective, resulting in higher UBL5 protein abundance in TM-treated cells than in untreated control cells (Fig. 3*B*, *right*). The close association of PERK activity with UBL5 protein degradation suggests that UBL5 stability is tightly controlled by PERK activity. In other words, UBL5 protein could be fully protected from ER stress in the absence of PERK. In contrast to UBL5 depletion, eIF-2α phosphorylation, another event downstream of PERK, was not much affected by intervention of PERK (Fig. 3*B*), in agreement with the existence of redundant or adaptively activated pathways to phosphorylate eIF-2α as reported previously (34, 35).

We next asked whether activation of PERK alone was sufficient to trigger UBL5 degradation. Indeed, the PERK-specific activator CCT020312 (36) induced PERK phosphorylation (as reflected by its mobility shift) and UBL5 degradation (Fig. 3*C*). We also overexpressed Myc-tagged wt PERK (PERK-WT) or its kinase-dead mutant (PERK-K618A) (37) to determine the effect of PERK activation on the status of UBL5 protein. As expected, overexpression of PERK-WT but not the K618A mutant was capable of inducing UBL5 degradation (Fig. 3*C*). These results together establish that activation of PERK is essential and sufficient for triggering UBL5 degradation under ER stress.

### UBL5 is located in both cytoplasm and nucleus

There are no clear structural bases to predict subcellular localization of UBL5 protein. Previous reports of intracellular localization of UBL5 were either performed on exogenously expressed epitope-tagged UBL5 or vary in their conclusions on the locations of the endogenous UBL5 protein (16, 17, 38, 39). We examined several commercially available UBL5 antibodies and optimized immunofluorescence staining conditions for the endogenous UBL5 as detailed in the Experimental procedures section. We observed clearly stained cytoplasm and nuclei in HepG2 and Huh7 cells (Fig. 4*A*, *left*). Further subcellular fractionation analysis confirmed the presence of UBL5 protein in both cytosolic and nuclear fractions (Fig. 4*A*, *right*). These subcellular localizations suggest that UBL5 protein shuttles to regulate its stability in the cytoplasm and its function in the nucleus.

**Figure 4:**
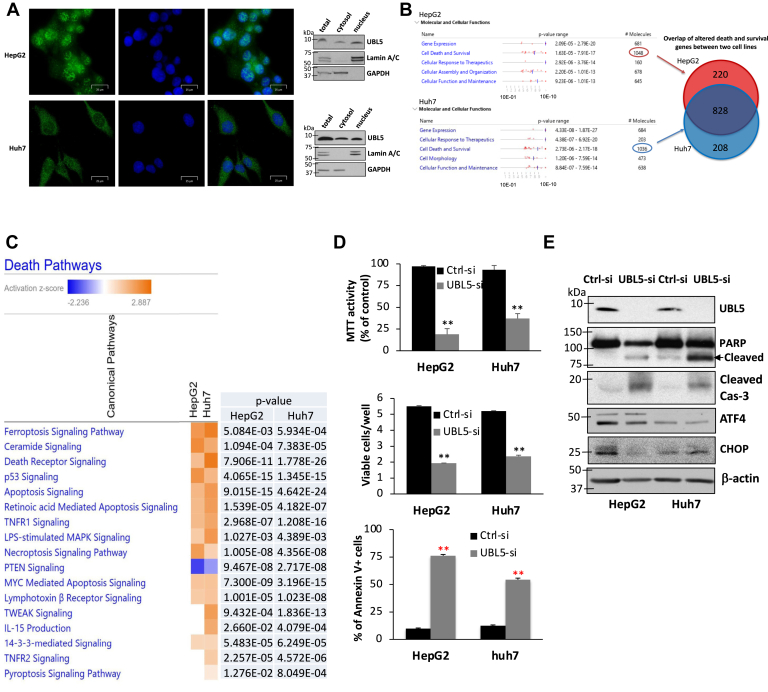
**UBL5 KD activates multiple death pathways and induces severe apoptosis.***A*, HepG2 and Huh7 cells were costained with an anti-UBL5 antibody and the blue-fluorescent DNA stain DAPI (*left*). *Right*, cytoplasmic and unclear proteins were fractionated. Total cellular lysates (total), cytosolic or nuclear fraction isolated from the same number of cells, were analyzed by immunoblotting with GAPDH and Lamin A/C as cytosolic and nuclear markers, respectively. *B*, HepG2 and Huh7 cells were transfected with Ctrl-siRNA or UBL5 siRNA. After 48 h, RNA was isolated for RNA-Seq analysis. RNA-Seq data from these cells were analyzed with IPA. Statistically significantly upregulated or downregulated protein-coding transcripts (padj < 0.05) were included for analysis and categorized into functionally related groups. Listed were functional groups that were significantly enriched in order of their *p* value ranges (low to high). The total numbers of affected transcripts in each group are listed in the *right* column. *C*, death and survival-related transcripts significantly altered in UBL5 siRNA KD cells were analyzed with the DAVID functional annotation and IPA enrichment programs. The specific death pathways activated or suppressed by siRNA KD in each cell line were shown with heatmaps in order of their *Z* scores (high to low). The statistical significances of enriched pathways are provided in *right*. *D*, HepG2 and Huh7 cells were transfected with UBL5 siRNA or Ctrl-siRNA. The transfected cells were analyzed 3 days post-transfection for viability by MTT staining (*upper*), quantification of viable cells with trypan blue exclusion (*middle*), or percentages of apoptosis with Annexin V staining (*lower*). *E*, the apoptotic markers (PARP and Cas-3 cleavage) and the effects of UBL5 siRNA on expression of ATF4 and CHOP were examined by immunoblotting. ATF4, activating transcription factor 4; CHOP, C/EBP homologous protein; DAPI, 4′,6-diamidino-2-phenylindole; IPA, ingenuity pathway analysis; KD, knockdown; MTT, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; PARP, poly(ADP-ribose) polymerase; UBL5, ubiquitin-like protein 5.

### UBL5 silencing activates multiple death pathways and induces apoptosis

We next focused on the biological significance of UBL5 depletion and regulation. Previous studies suggest that UBL5 may modulate gene expression *via* binding to a transcription factor (16, 17) or to a component of the pre-mRNA spliceosome (8, 10, 11, 12, 13). To determine the effects of UBL5 on genome-wide gene expression, we used UBL5 siRNA KD cells to conduct RNA-Seq analysis.

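RNA was sequenced from HepG2 and Huh7 cells, which are human hepatoma lines, after transfection with Ctrl-siRNA or UBL5 siRNA. Each line gave 3 libraries per siRNA, 12 in all. The legend of Fig. 4B gives 48 h after transfection and the sample labels give 52 h. The paper's text does not say whether the 3 libraries of a group come from separate transfections, so the tests measure the spread between these libraries. Polyadenylated RNA was made into strand-specific libraries and read from one end over 50 bases. The authors aligned the reads to GRCh38 with STAR and counted them per gene with featureCounts. The deposited tables hold these raw counts for each library beside the authors' own DESeq2 comparison. The results given here were computed from the counts, except those named as the authors' or the paper's. In HepG2, the counts assigned to genes ran from 23672962 to 29744471 per library with Ctrl-siRNA (median 25354410) and from 19983681 to 24245412 with UBL5 siRNA (median 22973559). In Huh7, they ran from 19469574 to 27158770 with Ctrl-siRNA (median 21920012) and from 20710925 to 22126273 with UBL5 siRNA (median 20888336). The mean over the 12 libraries was 23.2 M counts, beside the average of 30 M reads that the paper states for sequencing. Genes with few counts were left out with the filterByExpr rule of edgeR, which kept 15755 of the 17640 genes listed for HepG2 and 16965 of the 18434 listed for Huh7. Counts were normalized by TMM and given as CPM, the counts per M counts of the scaled library. The siRNA groups were compared within each line by the quasi-likelihood test of edgeR, with p-values adjusted over all genes tested. Gene lists were tested with camera of limma at a preset correlation of 0.01, which asks whether the genes of a list move more in one direction than all other genes, and these p-values were adjusted over the lists. The spread between replicates was wider in HepG2 (biological coefficient of variation 0.189) than in Huh7 (0.0663), so smaller changes could be called in Huh7. Ctrl-siRNA replicate 3 of HepG2 stood apart, with no count for 1773 listed genes where the other HepG2 libraries lacked 159 to 233. The paper's text does not give the strand setting of the counting. Genes that share over 20% of their exon bases with another gene are therefore marked as overlapping, and their values are uncertain.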

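UBL5 itself fell in both lines. The gene (ENSG00000198258, chromosome 19 from 9827892 to 9830115 of GRCh38, 5 exons) had 58.2 ± 2.51 CPM (SD, n = 3) with Ctrl-siRNA in HepG2 and 4.66 ± 2.06 (SD, n = 3) with UBL5 siRNA, which is 91.9% fewer. In Huh7, it had 68.6 ± 1.91 (SD, n = 3) and 6.31 ± 0.452 (SD, n = 3), which is 90.8% fewer. The log2 fold change was −3.63 (standard error 0.262, adjusted p = 8.36e-05) in HepG2 and −3.44 (standard error 0.0747, adjusted p = 2.86e-10) in Huh7 from edgeR. Every UBL5-siRNA library lay below every Ctrl-siRNA library of its line (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow).

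**Figure D1:**
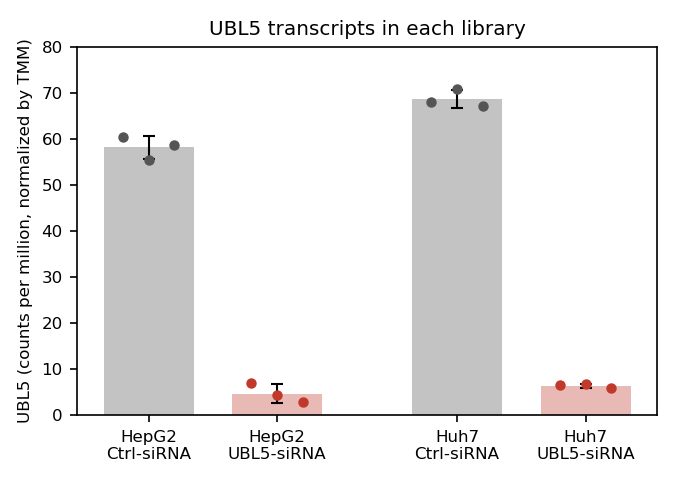
UBL5 in the 12 libraries. The vertical axis gives CPM normalized by TMM, bars are the group means, whiskers the SD and points the libraries of HepG2 and Huh7 with Ctrl-siRNA or UBL5 siRNA (n = 3 each). The Ctrl-siRNA libraries lie between 55.5 and 70.8 and the UBL5-siRNA libraries between 2.8 and 6.88.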

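A large part of the transcriptome differed between UBL5 siRNA and Ctrl-siRNA in both lines. HAMP, which encodes the iron-regulating hormone hepcidin (ENSG00000105697, chromosome 19 from 35280716 to 35285143 of GRCh38), rose from 6.08 ± 1.32 to 148 ± 30.4 CPM (SD, n = 3) in HepG2, a log2 fold change of 4.60 (standard error 0.215, adjusted p = 2.31e-05), and rose by 2.79 (standard error 0.28, adjusted p = 3.31e-06) in Huh7. APOM, the gene of an apolipoprotein of high-density lipoprotein (ENSG00000204444, chromosome 6 from 31652416 to 31658210), fell in both lines, with −2.86 (standard error 0.178, adjusted p = 6.26e-05) in HepG2 and −2.97 (standard error 0.128, adjusted p = 4.64e-09) in Huh7. PRR11, a gene linked to cell cycle progression (ENSG00000068489, chromosome 17 from 59155732 to 59206709), had log2 fold changes of −2.69 (standard error 0.126, adjusted p = 2.31e-05) and −2.43 (standard error 0.0754, adjusted p = 7.07e-10). GCKR, the regulator of glucokinase, had −2.48 in HepG2 and −2.51 in Huh7, and the mitochondrial carrier gene SFXN2 had −2.51 and −2.41. CYGB, the gene of the oxygen-binding cytoglobin, had 3.36 and 1.02, and LCN15, of the lipocalin family, 3.04 and 2.59. AFM, which encodes the vitamin E-binding plasma protein afamin, rose by 3.14 (standard error 0.144, adjusted p = 7.31e-09) in Huh7, where it went from 1.75 ± 0.421 to 15.6 ± 0.618 CPM. In HepG2, AFM had few counts and a log2 fold change of 1.58 (adjusted p = 0.247). BIRC3, an inhibitor of apoptosis (ENSG00000023445, chromosome 11 from 102317484 to 102339403), had 155 ± 11.2 CPM with Ctrl-siRNA and 13 ± 0.886 with UBL5 siRNA in Huh7, a log2 fold change of −3.58 (standard error 0.0747, adjusted p = 2.86e-10). In HepG2, BIRC3 had −1.06 (adjusted p = 0.0194). That call was lost (adjusted p) without Ctrl-siRNA replicate 1 (0.062), UBL5-siRNA replicate 2 (0.085) or UBL5-siRNA replicate 3 (0.053). LCN2, the gene of lipocalin 2, had −3.34 in Huh7 and −0.13 (adjusted p = 0.927) in HepG2. In edgeR, 5780 of 15755 genes changed in HepG2 at an adjusted p under 0.05, 2607 higher and 3173 lower. In Huh7, 12098 of 16965 changed, 5922 higher and 6176 lower. Among protein-coding genes, 2314 were higher and 2853 lower of 12009 in HepG2, and 4942 were higher and 4905 lower of 12941 in Huh7. Of the 32 gene lists, 12 passed the camera test in HepG2 and 9 of the 31 that could be tested in Huh7, and none passed with an estimated correlation (lowest adjusted p = 0.11 in HepG2 and adjusted p = 0.21 in Huh7). The 3′ UTRs of APOM, PRR11 and UBL5 each hold the 8 bases AATAAAGA. The 15 mitochondrially encoded genes, read as a sign of RNA quality, took 1.9 to 2.35% of the counts with Ctrl-siRNA in HepG2 and 2.75 to 3.6% with UBL5 siRNA, against 2.46 to 3.3% and 2.66 to 3.72% in Huh7. Without UBL5-siRNA replicate 2, the count in HepG2 was 3819 genes.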

When all significantly upregulated and downregulated protein-coding transcripts (padj <0.05) were included for the Qiagen ingenuity pathway analysis, several large groups of functionally related genes emerged as significantly enriched by UBL5 KD in both HepG2 and Huh7 cells (Fig. 4*B*). Among them, the death and survival-related genes made the largest functional group consisting of more than 1000 related transcripts in each cell line. 

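Genes that restrain apoptosis were lower more often than higher in both lines. XIAP, an inhibitor of caspases, fell by a log2 of 0.83 in HepG2 (standard error 0.098, adjusted p = 0.00043) and 0.86 in Huh7 (standard error 0.0691, adjusted p = 5.35e-07, n = 3 libraries per group, edgeR). MCL1, a survival member of the BCL2 family, had log2 fold changes of −0.66 (adjusted p = 0.00408) and −0.38 (adjusted p = 1.69e-05). BCL2L1, which encodes Bcl-xL and overlaps another gene, rose in both, with 0.67 and 0.62. Among the effectors of the intrinsic pathway, BAX rose by 0.72 (adjusted p = 3.33e-07) in Huh7 and had 0.16 (adjusted p = 0.19) in HepG2. APAF1, the scaffold of the apoptosome, had −0.71 (adjusted p = 2.7e-07) in Huh7 and −0.09 (adjusted p = 0.532) in HepG2. Of 14 anti-apoptotic genes, 2 were higher and 6 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of −0.47 (camera, adjusted p = 0.2). In Huh7, 2 of 13 were higher and 9 lower (as when adjusted over the list alone), with a median of −0.33 (camera, adjusted p = 0.024, and adjusted p = 0.32 with an estimated correlation). Of 20 pro-apoptotic effectors, 7 were higher and 3 lower in HepG2 (7 and 4 when adjusted over the list alone), with a median log2 fold change of 0.22 (camera, adjusted p = 0.25). In Huh7, 10 of 21 were higher and 3 lower (as when adjusted over the list alone), with a median of 0.07 (camera, adjusted p = 0.3). These lists belong to 8 lists of death and survival genes with 172 members in all. In HepG2, 154 of the members were tested, of which 51 were higher and 27 lower. This is 50.6% of them, against 36.7% of all genes tested (odds ratio 1.78, Fisher's exact test, two-sided p = 0.00039). In Huh7, 68 of 154 were higher and 48 lower, which is 75.3% against 71.3% of all genes (odds ratio 1.23, Fisher's exact test, two-sided p = 0.28). All of these members are protein-coding, and against the protein-coding genes alone, a comparison added after the values were seen, the shares were 50.6% against 43% in HepG2 (odds ratio 1.36, Fisher's exact test, two-sided p = 0.059) and 75.3% against 76.1% in Huh7 (odds ratio 0.959, Fisher's exact test, two-sided p = 0.85), so the excess in HepG2 did not hold there. The groups of the Ingenuity software were not analysed here, and these lists hold fewer genes.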

There was >80% overlap of these transcripts between the two cell lines (Fig. 4*B*). 

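Most genes that UBL5 siRNA changed in HepG2 changed the same way in Huh7. TOP1MT, the mitochondrial topoisomerase gene, rose by 1.97 (standard error 0.13, adjusted p = 7.13e-05) in HepG2 and 2.67 (standard error 0.0846, adjusted p = 7.93e-10) in Huh7. STEAP3, a ferrireductase gene, rose in both lines, with log2 fold changes of 2.20 (adjusted p = 0.000155) and 2.32 (adjusted p = 1.04e-09). EPHX2, which encodes soluble epoxide hydrolase, had −2.27 (standard error 0.21, adjusted p = 0.000179) in HepG2 and −3.01 (standard error 0.088, adjusted p = 5.29e-10) in Huh7. CDKN1A, which encodes the cell cycle inhibitor p21, went opposite ways, with 1.01 (standard error 0.164, adjusted p = 0.00185) in HepG2 and −2.13 (standard error 0.172, adjusted p = 5.37e-07) in Huh7. Of 14518 genes tested in both lines, 2497 were higher in HepG2 and 5388 in Huh7, and 2105 were higher in both, where independent calls would share 926.7 (odds ratio 14.3). Lower calls numbered 3045 in HepG2 and 5014 in Huh7 with 2378 in both, against 1052 by chance (odds ratio 12). The 4483 genes called in both lines in one direction were 80.9% of the HepG2 calls and 43.1% of the Huh7 calls. Another 330 genes were called in opposite directions. Across the 14518 genes, which are not independent replicates, the fold changes had a Pearson r of 0.671 and a Spearman rho of 0.656. Of 145 death and survival genes tested in both lines, 35 were higher in both against 21.52 by chance (odds ratio 5.93, Fisher's exact test, two-sided p = 2.6e-06). Another 17 were lower in both against 8.248 by chance (odds ratio 5.78, Fisher's exact test, two-sided p = 0.00011). These 52 genes were 70.3% of the 74 called in HepG2 and 46.8% of the 111 called in Huh7. Counting either direction, 60 of these genes were called in both lines, which is 81.1% of the 74 and 54.1% of the 111, where chance would give 56.65 (odds ratio 1.67, Fisher's exact test, two-sided p = 0.24).

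**Figure D2:**
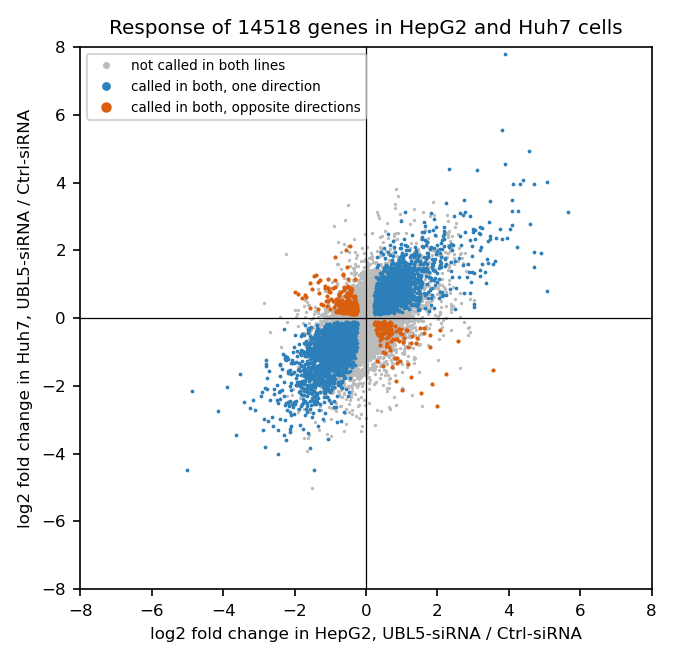
Log2 fold changes (UBL5 siRNA over Ctrl-siRNA) in HepG2 on the horizontal axis and Huh7 on the vertical axis, 1 point per gene for the 14518 genes tested in both lines. Blue points are the 4483 genes called in both lines in one direction at an adjusted p under 0.05, orange points the 330 called in opposite directions and grey points the genes not called in both.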

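Genes of the spliceosome and its regulators were higher more often than lower in both lines. PRPF3, a component of the U4/U6.U5 tri-snRNP of the spliceosome (ENSG00000117360, chromosome 1 from 150321479 to 150353233), rose from 41.7 ± 4.57 to 105 ± 9.84 CPM (SD, n = 3) in HepG2, a log2 fold change of 1.34 (standard error 0.116, adjusted p = 0.000145), and by 1.80 (standard error 0.0438, adjusted p = 2.86e-10) in Huh7. SNRNP27, another protein of this particle, rose by 1.98 (standard error 0.106, adjusted p = 3.95e-05) and 1.99 (standard error 0.0844, adjusted p = 4.13e-09). SART1, the tri-snRNP partner of UBL5, rose by 0.58 (adjusted p = 4.39e-07) in Huh7 and had 0.18 (adjusted p = 0.19) in HepG2. Of 21 tri-snRNP proteins and UBL5 partners, 8 were higher and 3 lower in HepG2 (9 and 4 when adjusted over the list alone), with a median log2 fold change of 0.18 (camera, adjusted p = 0.018, and adjusted p = 0.46 with an estimated correlation). In Huh7, 16 of 21 were higher and 0 lower (as when adjusted over the list alone), with a median of 0.31 (camera, adjusted p = 4.4e-05, and adjusted p = 0.32 with an estimated correlation). Other spliceosome genes that rose in both lines were SF3B1 (0.80 in HepG2 and 0.93 in Huh7) and DHX38 (0.71 and 0.83). Of 35 other spliceosome components, 15 were higher and 0 lower in HepG2 (18 and 0 when adjusted over the list alone), with a median log2 fold change of 0.38 (camera, adjusted p = 0.00077, and adjusted p = 0.49 with an estimated correlation). In Huh7, 29 of 35 were higher and 2 lower (as when adjusted over the list alone), with a median of 0.36 (camera, adjusted p = 4.4e-05, and adjusted p = 0.32 with an estimated correlation). The splicing regulators HNRNPD (1.08 and 0.94), SRPK2 (0.70 and 1.54) and CLK2 (0.83 and 0.99) rose as well. Of 29 SR proteins, hnRNPs and CLK kinases, 15 were higher and 2 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.30 (camera, adjusted p = 0.0049, and adjusted p = 0.51 with an estimated correlation). In Huh7, 22 of 29 were higher and 1 lower (as when adjusted over the list alone), with a median of 0.44 (camera, adjusted p = 4.4e-05, and adjusted p = 0.32 with an estimated correlation). RPS7, of the small ribosomal subunit, had 0.66 and 0.87. Of 46 cytosolic ribosomal proteins, 21 were higher and 0 lower in HepG2 (22 and 0 when adjusted over the list alone), with a median log2 fold change of 0.25 (camera, adjusted p = 0.00069, and adjusted p = 0.51 with an estimated correlation). In Huh7, 33 of 46 were higher and 4 lower (34 and 4 when adjusted over the list alone), with a median of 0.23 (camera, adjusted p = 0.0011, and adjusted p = 0.55 with an estimated correlation). Processed pseudogenes resemble many ribosomal protein genes and can share reads with them. The mitochondrially encoded transcripts moved with the siRNA too. MT-RNR2, the large mitochondrial rRNA, rose by 1.09 (standard error 0.107, adjusted p = 0.00022) in HepG2 and 0.65 (standard error 0.13, adjusted p = 0.000848) in Huh7. Of 15 mitochondrially encoded genes, 13 were higher and 0 lower in HepG2 (14 and 0 when adjusted over the list alone), with a median log2 fold change of 0.57 (camera, adjusted p = 2.3e-05, and adjusted p = 0.51 with an estimated correlation). In Huh7, 9 of 15 were higher and 0 lower (7 and 0 when adjusted over the list alone), with a median of 0.39 (camera, adjusted p = 0.26, and adjusted p = 0.86 with an estimated correlation). With replicates paired by number, the adjusted p was 0.0089, though the numbers did not pair in every case in Huh7. Nuclear genes of oxidative phosphorylation went both ways, with UQCRC1 lower in both lines (−0.56 and −0.50) and NDUFB10 at 0.20 (adjusted p = 0.127) in HepG2 and 0.59 (adjusted p = 1.81e-06) in Huh7. Of 29 nuclear genes of oxidative phosphorylation, 8 were higher and 6 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.08 (camera, adjusted p = 0.7). In Huh7, 7 of 29 were higher and 9 lower (6 and 9 when adjusted over the list alone), with a median of −0.03 (camera, adjusted p = 0.8).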

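Genes of the cell cycle and of DNA repair were lower more often than higher in HepG2. CDC45, a subunit of the replicative helicase, fell there by a log2 of 2.11 (standard error 0.214, adjusted p = 0.000243), and BRCA1, of homologous recombination, by 1.93 (standard error 0.205, adjusted p = 0.00028, n = 3 libraries per group, edgeR). In Huh7, CDC45 had −1.67 and BRCA1 −0.98. RRM1 and RRM2, which encode ribonucleotide reductase, had −1.30 and −1.37 in HepG2 and −0.74 and −1.16 in Huh7. The 3′ UTR of RRM1 holds AATAAAGA, as does that of AURKA, a mitotic kinase (−0.85 in HepG2 and −0.62 in Huh7). Of 30 DNA replication genes, 0 were higher and 23 lower in HepG2 (0 and 25 when adjusted over the list alone), with a median log2 fold change of −0.85 (camera, adjusted p = 2.5e-11, and adjusted p = 0.51 with an estimated correlation). In Huh7, 6 of 30 were higher and 16 lower (as when adjusted over the list alone), with a median of −0.29 (camera, adjusted p = 0.15). FANCD2, of the Fanconi anemia pathway, had −1.22 in HepG2 and −0.71 in Huh7. Of 22 genes of the Fanconi anemia pathway, 1 was higher and 15 lower in HepG2 (1 and 17 when adjusted over the list alone), with a median log2 fold change of −0.64 (camera, adjusted p = 1e-05, and adjusted p = 0.51 with an estimated correlation). In Huh7, 6 of 22 were higher and 12 lower (as when adjusted over the list alone), with a median of −0.32 (camera, adjusted p = 0.16). Of 25 mitosis genes, 0 were higher and 13 lower in HepG2 (1 and 14 when adjusted over the list alone), with a median log2 fold change of −0.37 (camera, adjusted p = 4e-04, and adjusted p = 0.66 with an estimated correlation). In Huh7, 8 of 25 were higher and 9 lower (as when adjusted over the list alone), with a median of 0.01 (camera, adjusted p = 0.95). The mitotic kinase PLK1 rose by 0.77 (adjusted p = 3.11e-08) in Huh7 and had 0.26 (adjusted p = 0.334) in HepG2, where its adjusted p was 0.019 when replicates of one number were paired. In sister chromatid cohesion, STAG2 had 0.67 in HepG2 and 0.99 in Huh7, and WAPL 0.45 and 0.84. Of 17 genes of sister chromatid cohesion, 4 were higher and 6 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of −0.09 (camera, adjusted p = 0.7). In Huh7, 9 of 17 were higher and 4 lower (as when adjusted over the list alone), with a median of 0.27 (camera, adjusted p = 0.087). The proteasome subunits PSMB4 (−0.85 and −1.11) and PSMB7 (−0.70 and −1.04) fell in both lines. Of 28 proteasome genes, 1 was higher and 5 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of −0.03 (camera, adjusted p = 0.59). In Huh7, 3 of 29 were higher and 21 lower (as when adjusted over the list alone), with a median of −0.23 (camera, adjusted p = 0.053, and adjusted p = 0.84 with an estimated correlation). With replicates paired by number, which did not pair in every case in Huh7, the adjusted p was 0.0099.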

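Genes of cholesterol and fatty acid synthesis were higher more often than lower in both lines. SQLE, squalene epoxidase, rose by 0.54 (standard error 0.131, adjusted p = 0.0121) in HepG2 and 0.98 (standard error 0.0441, adjusted p = 6.35e-09) in Huh7. Of 23 genes of cholesterol synthesis, 12 were higher and 1 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.35 (camera, adjusted p = 0.018, and adjusted p = 0.69 with an estimated correlation). That call did not hold without Ctrl-siRNA replicate 1 (median 0.23, adjusted p = 0.12). In Huh7, 17 of 24 were higher and 3 lower (as when adjusted over the list alone), with a median of 0.50 (camera, adjusted p = 4.4e-05, and adjusted p = 0.21 with an estimated correlation). DGAT2, of triglyceride synthesis, rose in both lines (1.07 and 1.22) and the desaturase gene FADS1 fell (−0.91 and −0.92). Of 18 genes of fatty acid and triglyceride synthesis, 9 were higher and 4 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.22 (camera, adjusted p = 0.34). In Huh7, 12 of 19 were higher and 3 lower (as when adjusted over the list alone), with a median of 0.36 (camera, adjusted p = 0.0033, and adjusted p = 0.32 with an estimated correlation). Prothrombin (F2) fell in both lines (−0.47 and −1.30), and APOC3, of triglyceride-rich lipoproteins, had −0.23 (adjusted p = 0.19) in HepG2 and −1.51 (adjusted p = 4.73e-08) in Huh7. Of 25 genes of hepatocyte secreted proteins, 10 were higher and 3 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.16 (camera, adjusted p = 0.042, and adjusted p = 0.51 with an estimated correlation). The call was lost without Ctrl-siRNA replicate 1 (median 0.21, adjusted p = 0.13), Ctrl-siRNA replicate 2 (median 0.21, adjusted p = 0.056) or UBL5-siRNA replicate 1 (median 0.04, adjusted p = 0.072). In Huh7, 9 of 25 were higher and 10 lower (as when adjusted over the list alone), with a median of 0.02 (camera, adjusted p = 0.75, with the statistic leaning down). The metabolic enzyme gene PCK2 had −1.13 in HepG2 and −1.54 in Huh7. Of 22 hepatocyte transcription factors and metabolic enzymes, 6 were higher and 7 lower in HepG2 (8 and 7 when adjusted over the list alone), with a median log2 fold change of 0.24 (camera, adjusted p = 0.94, mean −0.06). In Huh7, 9 of 20 were higher and 6 lower (as when adjusted over the list alone), with a median of 0.13 (camera, adjusted p = 0.7). Most NF-kB targets were lower in Huh7. CCL20, a chemokine whose 3′ UTR holds AATAAAGA, had −1.66 (adjusted p = 1.21e-09) in Huh7 and −0.65 (adjusted p = 0.0543) in HepG2, where the adjusted p was 0.046 without Ctrl-siRNA replicate 1, 0.023 without UBL5-siRNA replicate 3 and 0.00054 with replicates paired by number. CXCL1, another chemokine, had −2.59 (adjusted p = 8.04e-10) in Huh7 and 1.58 (adjusted p = 0.276) in HepG2. Of 16 NF-kB targets, 0 were higher and 14 lower in Huh7 (as when adjusted over the list alone), with a median log2 fold change of −0.93 (camera, adjusted p = 1.2e-10, and adjusted p = 0.24 with an estimated correlation). In HepG2, 5 of 16 were higher and 2 lower (7 and 4 when adjusted over the list alone), with a median of 0.70 (camera, adjusted p = 0.06). The adjusted p was 0.035 with replicates paired by number (median 0.74) and 0.6 with an estimated correlation. OAS3, an interferon-induced antiviral gene, fell in both lines (−1.53 and −2.02). Of 16 interferon-stimulated genes, 1 was higher and 5 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of −0.43 (camera, adjusted p = 0.31). In Huh7, 2 of 15 were higher and 6 lower (as when adjusted over the list alone), with a median of −0.21 (camera, adjusted p = 0.13). Of 21 immediate early and AP-1 genes, 5 were higher and 1 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.39 (camera, adjusted p = 0.076). Their adjusted p was 0.015 with replicates paired by number (median 0.45) and 0.0011 without Ctrl-siRNA replicate 3 (median 0.73). With an estimated correlation, it was 0.71. FOS and CCN1, members of this list, were higher in replicate 3 of both HepG2 groups (FOS 42.1 CPM with Ctrl-siRNA and 49.5 with UBL5 siRNA, CCN1 448 and 468) than in the other HepG2 libraries (FOS 7.62 to 35.9, CCN1 122 to 142). In Huh7, 7 of 20 were higher and 2 lower (as when adjusted over the list alone), with a median of 0.34 (camera, adjusted p = 0.26). DUSP5, a feedback phosphatase of ERK, rose by 1.36 (adjusted p = 8.39e-08) in Huh7 and had 1.09 (adjusted p = 0.144) in HepG2, where the adjusted p was 0.033 without Ctrl-siRNA replicate 3 and 0.00088 with replicates paired by number. Among markers of other cell types, CD14, of monocytes but also made by hepatocytes, rose from 0.23 ± 0.0892 to 6.29 ± 1.4 CPM in HepG2 and by a log2 of 1.51 in Huh7.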

Other functional groups affected by UBL5 KD included those regulating gene expression, cellular responses to therapeutics, and other cellular functions and maintenance. Further functional annotation and pathway enrichment analysis revealed that most of the well-defined prodeath pathways were significantly activated by UBL5 KD in both cell lines (Fig. 4*C*). 

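The death receptor genes TNFRSF1A, TNFRSF10A and TNFRSF10B and the heme oxygenase gene HMOX1 rose in both lines, whereas p53 targets went mostly up in HepG2 and both ways in Huh7. The list passed camera in HepG2 at the preset correlation and not with an estimated correlation (adjusted p = 0.11). TNFRSF1A, the TNF receptor that can signal death (ENSG00000067182, chromosome 12 from 6328757 to 6342114 of GRCh38), rose from 109 ± 10.2 to 229 ± 22.1 CPM (SD, n = 3) in HepG2, a log2 fold change of 1.07 (standard error 0.105, adjusted p = 0.000218). In Huh7, it rose from 84.4 ± 2.92 to 224 ± 11.2 (SD, n = 3), which is 1.41 (standard error 0.0519, adjusted p = 1.78e-09). TNFRSF10B, the gene of the receptor DR5 (ENSG00000120889, chromosome 8 from 23020133 to 23069031), rose by 0.85 (standard error 0.0774, adjusted p = 0.000166) and 0.73 (standard error 0.0432, adjusted p = 4.71e-08), and TNFRSF10A, the gene of the receptor DR4, by 0.86 and 1.08. Of 22 genes of death receptor and TNF receptor signaling, 5 were higher and 0 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.18 (camera, adjusted p = 0.06). The adjusted p was 0.029 with replicates paired by number (median 0.21) and 0.49 with an estimated correlation. In Huh7, 14 of 21 were higher and 4 lower (as when adjusted over the list alone), with a median of 0.73 (camera, adjusted p = 0.024, and adjusted p = 0.32 with an estimated correlation). HMOX1, heme oxygenase 1, rose by 1.33 (standard error 0.163, adjusted p = 0.000502) in HepG2 and 1.50 (standard error 0.0602, adjusted p = 3.04e-09) in Huh7, and POR, a reductase that feeds lipid peroxidation, by 0.64 and 1.17. Of 21 ferroptosis genes, 11 were higher and 0 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.38 (camera, adjusted p = 0.00063, and adjusted p = 0.22 with an estimated correlation). In Huh7, 12 of 24 were higher and 7 lower (as when adjusted over the list alone), with a median of 0.12 (camera, adjusted p = 0.11). Of 30 p53 targets, 18 were higher and 3 lower in HepG2 (19 and 3 when adjusted over the list alone), with a median log2 fold change of 0.72 (camera, adjusted p = 8.2e-07, and adjusted p = 0.11 with an estimated correlation). In Huh7, 9 of 26 were higher and 11 lower (as when adjusted over the list alone), with a median of 0.03 (camera, adjusted p = 0.66, mean −0.155). MDM2 and GDF15, chosen after their values were seen, rose in HepG2 (0.94 and 1.56) and had −0.11 (adjusted p = 0.0699) and 0.62 (adjusted p = 0.119) in Huh7, where the adjusted p of GDF15 was 0.0089 without Ctrl-siRNA replicate 3 and 0.029 without UBL5-siRNA replicate 1. With replicates paired by number, it was 3.4e-08 for GDF15 (log2 fold change 0.592) and 0.043 for MDM2 (−0.114), and with fold changes centred on the median 0.018 for MDM2 (−0.155). A fit over all 12 libraries gave the p53 targets a median difference of −0.88 between the lines (Huh7 minus HepG2, adjusted p = 9.5e-12 from camera and adjusted p = 0.0013 with an estimated correlation). Of 12 genes of necroptosis and pyroptosis, 1 was higher and 3 lower in HepG2 (as when adjusted over the list alone), with a median log2 fold change of 0.02 (camera, adjusted p = 0.9). In Huh7, 3 of 12 were higher and 7 lower (as when adjusted over the list alone), with a median of −0.40 (camera, adjusted p = 0.33). GSDME, a pore-forming gasdermin, fell in both lines (−0.59 and −0.68), and PGAM5, a mitochondrial phosphatase of necroptosis, rose by 0.38 (adjusted p = 0.0162) in HepG2 and 1.01 (adjusted p = 1.83e-07) in Huh7. The HepG2 call of PGAM5 was lost (adjusted p) without Ctrl-siRNA replicate 2 (0.064) or UBL5-siRNA replicate 1 (0.054). Of 23 genes of ceramide metabolism, 6 were higher and 6 lower in HepG2 (7 and 6 when adjusted over the list alone), with a median log2 fold change of −0.09 (camera, adjusted p = 0.85). In Huh7, 11 of 23 were higher and 8 lower (as when adjusted over the list alone), with a median of 0.11 (camera, adjusted p = 0.85, mean −0.112). SMPD1, the acid sphingomyelinase that releases ceramide, fell in both lines (−1.35 and −1.70, with AATAAAGA in its 3′ UTR), and UGCG, which converts ceramide to glucosylceramide, rose (1.06 and 0.87). CERS4, a ceramide synthase, rose in both lines, by 0.89 (adjusted p = 0.0213) in HepG2 and 1.26 (adjusted p = 3.88e-09) in Huh7, and its HepG2 call was lost (adjusted p) without UBL5-siRNA replicate 1 (0.064) or UBL5-siRNA replicate 2 (0.055). PDPK1, which activates AKT, rose in both lines (0.96 and 1.07) and MTOR fell (−0.86 and −0.76). The scores of Fig. 4C come from the DAVID and Ingenuity programs, which were not run here. From the phenotypes of UBL5-deficient cells in culture and in immunodeficient mice, the paper concludes that UBL5 is required for viability, and it proposes that UBL5 acts through transcriptional programs that balance death and survival signals.

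**Figure D3:**
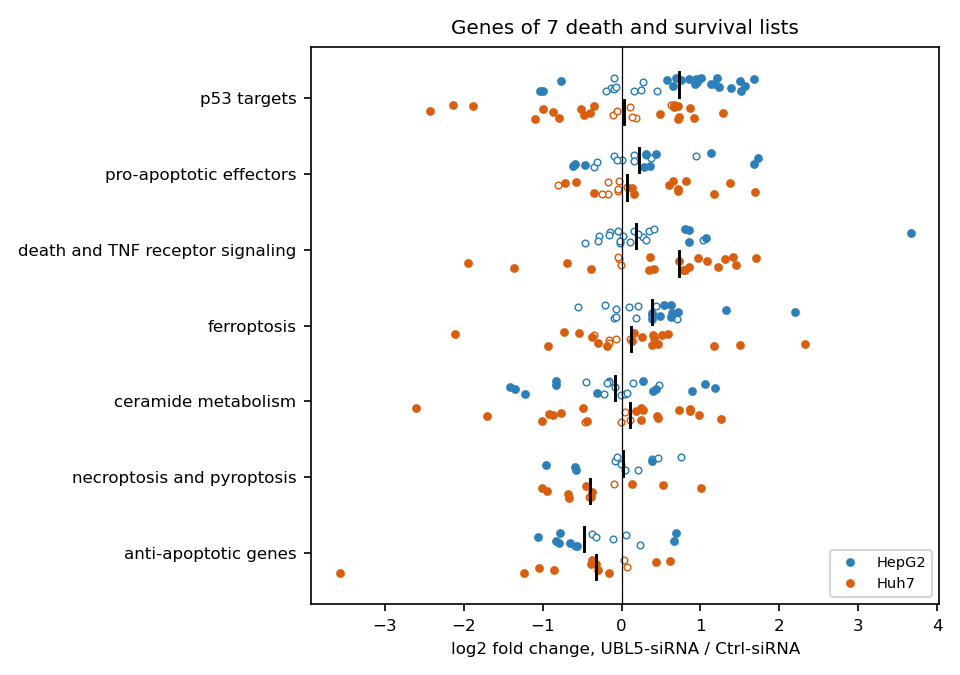
Log2 fold changes (UBL5 siRNA over Ctrl-siRNA, horizontal axis) of the genes of 7 of the 8 death and survival lists (vertical axis) in HepG2 (blue) and Huh7 (orange). Filled points passed an adjusted p under 0.05, open points did not, and the black bar is the median of the list. The bar of the p53 targets lies at 0.72 in HepG2 and at 0.03 in Huh7.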

Consistent with upregulation of most prodeath pathways, UBL5 KD cells underwent catastrophic apoptosis, peaking at 3 days post-transfection as determined by expression of apoptotic markers, staining with 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) (40), quantification of viable cells with trypan blue exclusion or Annexin V staining (Fig. 4*D*). As a result, UBL5 siRNA KD cells were negatively selected and rapidly eliminated from continuous culture.

We next turned to a stable KD approach using virally transduced shRNA. The pooled colonies of puromycin-resistant cells were established as continuous culture while UBL5 remained to be silenced (Fig. 5*A*), likely as a result of recovery from or adaptation to the loss of UBL5. In early passages, these UBL5 shRNA KD cells showed reduced viabilities and more apoptosis (Fig. 5*A*). When plated in semisolid soft agar, these stable UBL5 KD cells were poor in forming colonies in this challenging anchorage-independent condition (Fig. 5*B*). Furthermore, the stable UBL5 KD cells became poorly tumorigenic after implantation to immunodeficient NOD scid gamma mice compared with the Ctrl-shRNA-transduced cells (Fig. 5*C*), indicating that proper expression of UBL5 is required for the survival of these tumor cells *in vivo*. Similar results were obtained from UBL5 KD SKOV-3 cells (Fig. S4, *A* and *B*). These results establish that the endogenous UBL5 is required to maintain cell survival *in vitro* and *in vivo*.

**Figure 5:**
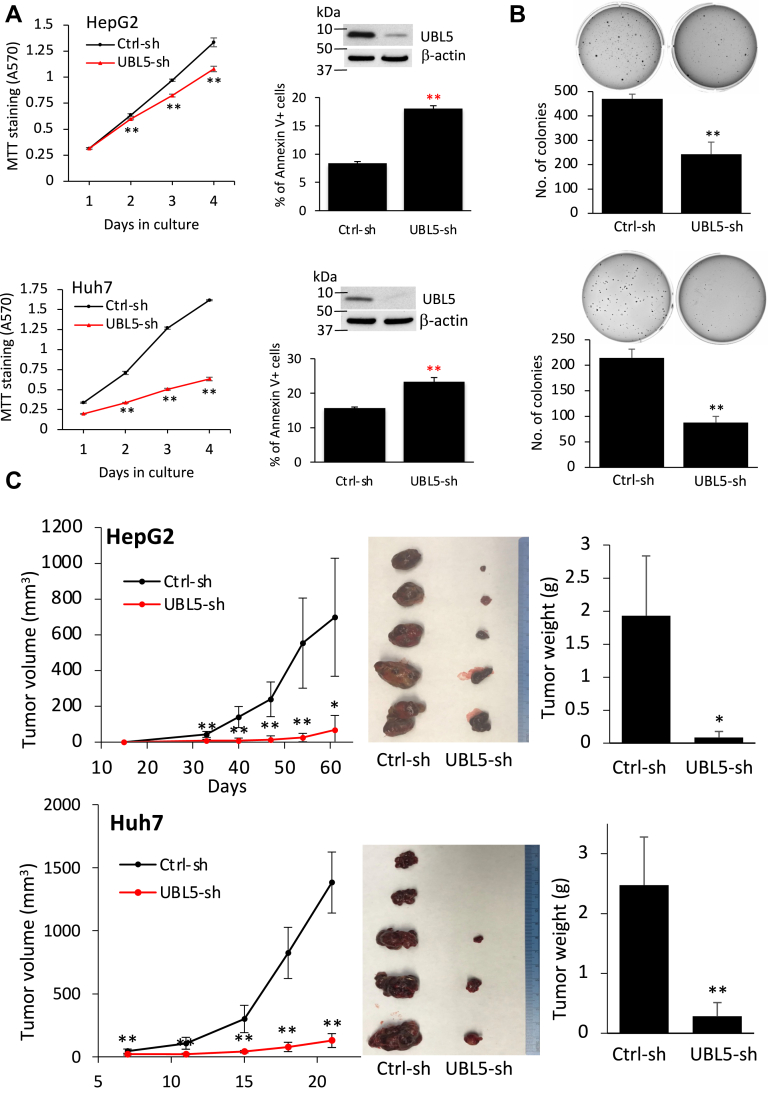
**UBL5 stable KD inhibits cell survival and tumorigenicity of cancer cells *in vivo*.***A*, expression of UBL5 in HepG2 and Huh7 cells was silenced by UBL5 shRNA. The pooled colonies of puromycin-resistant cells were established as continuous culture. The viability of the cells was analyzed by MTT. The apoptosis of the cells in culture for 2 days was then determined by Annexin V staining. The stable KD of UBL5 protein expression in these cells was confirmed by immunoblotting. *B*, the ability of the UBL5 shRNA and Ctrl-shRNA transduced cells to form colonies in anchorage-independent conditions was assessed by growing them in soft agar. The colonies formed in soft agar were stained, photographed, quantified, and presented as numbers of colonies/well. *C*, the UBL5 shRNA and Ctrl-shRNA-transduced HepG2 and Huh7 cells were s.c. injected in male NSG mice (n = 5). Tumor growth curves were constructed from tumor volumes measured at indicated times (days) postinoculation (*left*). Tumors of each group were excised and photographed at the endpoint when the animals were sacrificed (*middle*). Shown in *right* were comparisons of endpoint tumor weights between the UBL5 KD and the corresponding control group. KD, knockdown; MTT, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; NSG, NOD scid gamma; UBL5, ubiquitin-like protein 5.

### Loss of UBL5 underlies ER stress–induced apoptosis

Unmitigated ER stress is known to induce apoptosis (41, 42). Given the prominent role of UBL5 in protection of cell survival and the regulatory mechanism to control the protein stability by the UPR–PERK arm, one would anticipate that PERK-mediated degradation of UBL5 will contribute to cell death from chronic or repeated ER stress. To address this possibility, we generated stable UBL5-overexpressing clones in HepG2 and Huh7 cells. Because of the high levels of UBL5 expression, the ER stressor TM induced only partial loss of the total UBL5 protein in these cells (Fig. 6*A*). The leftover UBL5 following TM treatment remained much higher than the endogenous UBL5 protein in untreated wt cells or vector-control cells. Thus, these UBL5-overexpressing cells provided an ideal tool to assess the death response to ER stress in the presence of unregulated UBL5 component. Indeed, TM stimulated significant apoptosis as indicated by induction of cleavage of poly(ADP-ribose) polymerase or Cas-3 and Annexin V+ populations, which was partially prevented by overexpression of UBL5 (Fig. 6*A*).

**Figure 6:**
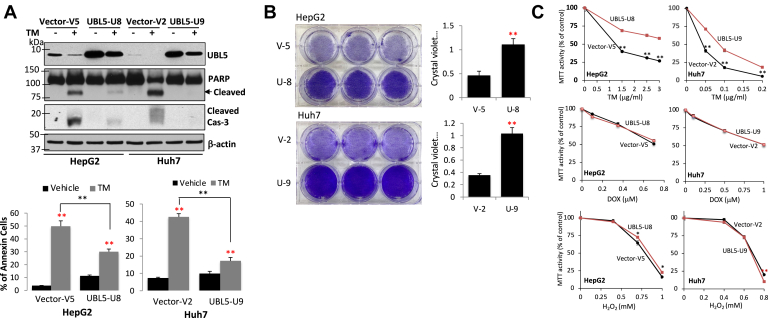
**Depletion of UBL5 underlies ER stress–induced apoptosis.***A*, HepG2 and Huh7 clones expressing exogenous UBL5 and vector control clones were treated for 3 days with TM at doses described for Figure 1*A*. Overexpression of UBL5, partial depletion of UBL5 by TM treatment, and prevention of PARP and Cas-3 cleavages in UBL5-overexpressing cells were confirmed by immunoblotting (*upper*). The percentages of apoptosis in these cells were analyzed by Annexin V staining (*lower*). *B*, UBL5-overexpressing and control cells were treated with TM for two (HepG2) or three cycles (Huh7). Remaining cells in culture plates were stained with crystal violet, and the staining intensities were quantified. *C*, UBL5-overexpressing and control cells were incubated with the indicated doses of TM as in (*A*), and cell viabilities were measured with MTT and presented as percent of activity relative to vehicle control (defined as 100%). As control experiments, these cells were also treated with other death stimuli DOX and H_2_O_2_ at the indicated concentrations to monitor cell viabilities with MTT assay. DOX, doxorubicin; ER, endoplasmic reticulum; H_2_O_2_, hydrogen peroxide; MTT, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; PARP, poly(ADP-ribose) polymerase; TM, tunicamycin; UBL5, ubiquitin-like protein 5.

To further explore the rescuing effect of UBL5, the UBL5-overexpressing and control cells were exposed to repeated cycles of TM at a modest dose with a 24 h recovery between TM treatment. After two and three cycles in HepG2 and Huh7 cells, respectively, the control cells experienced dramatic loss in density, whereas UBL5-overxpressing cells survived the repeated treatment with TM and reached confluence in culture (Fig. 6*B*). We also examined the TM dose responses in these cells. As shown in Figure 6*C*, treatment with TM for 3 days reduced survivability in a dose-dependent manner. As reflected by the right shift of the response curves, overexpression of UBL5 rendered these cells more resistant to ER stress–induced cell death (Fig. 6*C*). Similar results were observed from independent UBL5-overexpressing clones. In contrast to TM treatment, UBL5 overexpression did not confer resistance to DOX or H_2_O_2_ (Fig. 6*C*), death insults that did not disrupt UBL5 protein stability (Fig. 1*B*).

## Discussion

UBL5 has been viewed as a mitochondrial stress gene mainly based on investigations in *C. elegans*, a model organism for the study of the UPR^mt^ (15, 43). A systematic RNAi inactivation approach identified a role for UBL5 in induction of the mitochondrial chaperones hsp-60 during the UPR^mt^ (16). A UBL5 transgene under the endogenous *ubl5* promoter was induced and enriched in the nucleus where it complexed with the transcription factor Dve-1 to activate expression of hsp-60 (17). Given the centrality of the ER in overall protein folding, maturing, and trafficking, the ER stress-UPR is physiologically more prevailing and functionally more important in the mammalian system (44). Furthermore, the ER-UPR differs from the UPR^mt^ in causes, signaling networks, target genes, and functional outcomes (44, 45, 46), making it unlikely that UBL5 plays a common role under these stress settings.

We therefore examined whether UBL5 is physiologically regulated and participates in the ER stress response. Our studies demonstrated that UBL5 underwent rapid depletion in response to various pharmacological ER stressors and other indirect stimuli. The loss of UBL5 protein was mediated by UIPS. UBL5 degradation occurred downstream of PERK activation. In agreement with this location of UBL5 in the UPR signaling, the lack of UBL5 did not affect activation of the three UPR arms in response to ER stress (Fig. S5). These results represent the only known mechanism to regulate UBL5 protein stability, the first time to link the ER stress-UPR signaling to the control of UBL5 activity (Fig. 7).

**Figure 7:**
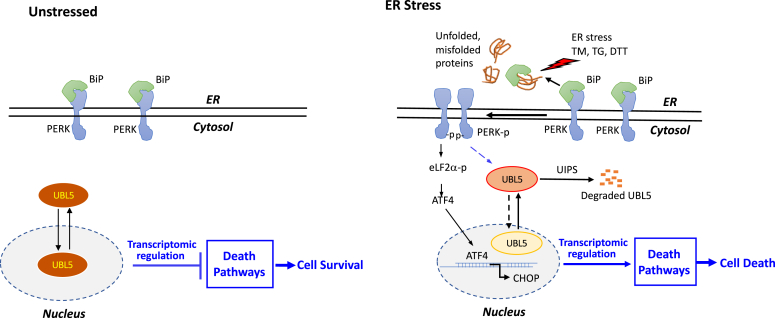
**Summary of the signaling network from ER stress to inhibition of UBL5 protein stability and prosurvival function.** In unstressed state, UBL5 protein is stable and involved in suppression of multiple death pathways contributing to cell survival. During ER stress, the UPR–PERK axis induces proteolytic degradation of UBL5 protein *via* UIPS, leading to the loss of UBL5 death-suppressive function, a proapoptotic mechanism in parallel with the ER stress–ATF4–CHOP death pathway. ATF4, activating transcription factor 4; CHOP, C/EBP homologous protein; ER, endoplasmic reticulum; UBL5, ubiquitin-like protein 5; UIPS, ubiquitin-independent proteasome system.

Although UBL5 KD has been shown to induce apoptosis in cancer cell lines (10, 12), little is known about the underlying mechanisms and physiological relevance. There is no biochemical basis for UBL5 protein to act as an intrinsic antiapoptotic mediator such as Bcl-2. Most likely, UBL5 exerts its effect through regulating transcriptional programs to balance death and survival signals. The loss of UBL5 function would disrupt the balance to favor cell death. Indeed, a plethora of well-defined death pathways were systematically activated in UBL5 KD cells as revealed by RNA-Seq and pathway enrichment analysis. Furthermore, the phenotypes of UBL5-deficient cells in culture and immunodeficient mice confirmed that UBL5 is required to maintain cell viability *in vitro* and *in vivo*.

The evolutionally conserved UPR is activated upon protein overloading to restore ER homeostasis and survival of cells (46). However, excessive or prolonged activation of the UPR is known to trigger apoptosis to eliminate overstressed cells (41, 42, 47). Each of the three UPR arms is theoretically linked to activation of the intrinsic and extrinsic pathways of apoptosis. These proapoptotic effectors include CHOP, the tumor necrosis factor receptor–associated factor 2 activated by IRE1, and Bax/Bcl2-regulated Ca^2+^ release from the ER (41, 42, 47). Among them, the proapoptotic transcriptional factor CHOP seems to play a central role. Its target genes include GADD34, DR5 (TRAIL receptor-2), and Ero1α (ER oxidoreductase-1) (41, 42, 47). However, CHOP is commonly induced under ER stress in a sustainable manner, which is not always associated with apoptotic induction, implying additional mechanisms in turning the UPR to a marked death response. The enhanced resistance of UBL5-overexpressing cells to TM indicates that PERK-mediated loss of UBL5 protein is another significant contributor to the death response to ER stress independent of the ATF4–CHOP cascade as illustrated in Figure 7. When we treated HepG2 and Huh7 cells with TM, severe apoptosis was observed after 3 days of exposure, a time course in agreement with a causal role of UBL5 depletion in activation of death signaling cascades and apoptosis. Notably, UBL5 overexpression did not protect against other death stimuli that did not disrupt UBL5 protein, suggesting that the endogenous level of UBL5 is critical and sufficient for survival protection. Overexpression of UBL5 provides a survival advantage only when the endogenous UBL5 protein is impaired.

In the present work, we showed the presence of cellular UBL5 protein in both cytosol and the nuclei of mammalian cells, consistent with the control of its stability in the cytosol by the UIPS and its potential function in the nucleus to impact gene expression. UBL5 may serve as a cofactor to certain transcription factors such as SATB2, the mammalian ortholog of Dve-1 (17). Interestingly, SATB2 is a global chromatin organizer that could have a genome-wide impact on gene expression (48). A physical binding of UBL5 with SATB2 was observed only when they were ectopically overexpressed in 293T cells (17). In an effort to identify the molecular mechanism for UBL5 regulation of gene expression, we were unfortunately unable to detect UBL5 binding with SATB2 through coimmunoprecipitation analysis (data not shown).

As another possibility, UBL5 may affect maturation of protein-coding transcripts *via* regulating pre-mRNA splicing. Of note, UBL5 has been shown to bind with SART1 (the homolog of the yeast Snu66) (9, 10, 11, 12) and is copresent with components of the pre-mRNA spliceosome (11, 39). A genome-wide screen with RNA-Seq in HeLa cells showed that UBL5 depletion led to decreased pre-mRNA splicing efficiency and globally enhanced intron retention (11). Based on this scenario, general downregulation of most transcripts and corresponding proteins is expected for UBL5-deficient cells. However, we observed both upregulated and downregulated gene sets responsive to UBL5 KD (Fig. S6*A*). 

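Both higher and lower transcripts were common in each line. DAGLA, a diacylglycerol lipase gene, rose by 1.10 (standard error 0.154, adjusted p = 0.000913) in HepG2 and 3.13 (standard error 0.0967, adjusted p = 6.94e-10) in Huh7, and ANGPTL2, an angiopoietin-like protein gene, by 0.98 (standard error 0.25, adjusted p = 0.0147) and 2.86 (standard error 0.123, adjusted p = 4.67e-09). CCND1, which encodes cyclin D1, rose in both lines (0.50 and 0.95). PIGV, an enzyme of GPI anchor synthesis with AATAAAGA in its 3′ UTR, had −2.13 (standard error 0.213, adjusted p = 0.000228) and −3.36 (standard error 0.201, adjusted p = 4.84e-08). TCF19, a transcription factor of the cell cycle, had −2.29 and −2.31, and LMNA, which encodes lamin A/C, −0.67 and −0.89. Of all genes called by edgeR, 45.1% were higher in HepG2 (95% confidence interval 43.8 to 46.4, exact binomial test against equal shares, two-sided p = 1e-13). In Huh7, 49% were higher (48.1 to 49.8, exact binomial test, two-sided p = 0.021). With a log2 fold change of at least 1 in size as well, 651 were higher and 1003 lower in HepG2, and 1462 were higher and 2381 lower in Huh7. Of the protein-coding genes tested in both lines, 1885 were higher in both and 2151 lower in both. The 4241 genes with the lowest mean expression in Huh7 had a median log2 fold change of −0.21 and the 4242 with the highest 0.14. In HepG2, the medians were 0.13 for the lowest 3938 and 0.045 for the highest 3939. With DESeq2, 50.1% were higher in HepG2 and 50.3% in Huh7, so the lean toward lower calls did not hold there. Among Huh7 genes with a mean normalized expression of at least 100, it turned to 52.7% higher.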

Usually transcripts of large genes are more prone to the defective mRNA splicing. For instance, the mega *FASN* (fatty acid synthase) has been commonly used as an example to examine defective mRNA splicing and intron retention (11). When we examined abundances of various *FASN* transcripts from the RNA-Seq data, we indeed observed that two intronic transcripts were significantly increased in UBL5 siRNA KD compared with control cells (Fig. S6*B*). However, the major *FASN* protein–coding transcript was also upregulated by UBL5 KD (Fig. S6*B*). 

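At the level of the whole gene, FASN rose in both lines. FASN (ENSG00000169710, chromosome 17 from 82078338 to 82098294 of GRCh38, 43 exons) went from 572 ± 76.2 CPM (SD, n = 3) with Ctrl-siRNA to 916 ± 249 (SD, n = 3) with UBL5 siRNA in HepG2, a log2 fold change of 0.68 (standard error 0.182, adjusted p = 0.0184) from edgeR. In Huh7, it went from 1120 ± 165 to 1790 ± 109 (SD, n = 3), a log2 fold change of 0.67 (standard error 0.0879, adjusted p = 3.04e-05). Without Ctrl-siRNA replicate 1 in HepG2, the log2 fold change was 0.57 (adjusted p = 0.059). The deposited tables count reads per gene, so the coding and the intronic transcripts of FASN were not measured apart, and reads in its introns are not counted if only exons were.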

Overall, the FASN protein was moderately increased in UBL5 KD cells (Fig. S6*C*). 

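Genes with over 20 exons were lower more often than higher in both lines. Among protein-coding genes with a mean normalized expression of at least 100 (10033 in HepG2 and 10562 in Huh7), single-exon genes, which need no splicing, numbered 43 higher and 17 lower of 150 in HepG2 (median log2 fold change 0.15) and 98 higher and 38 lower of 182 in Huh7 (median 0.29). Genes with over 20 exons numbered 244 higher and 498 lower of 1450 in HepG2 (median −0.12) and 558 higher and 668 lower of 1516 in Huh7 (median −0.06). The bins between them showed no steady trend in Huh7, with 376 higher and 332 lower of 964 genes with 2 to 3 exons (median 0.06), 1406 and 1304 of 3538 with 4 to 8 (median 0.03) and 1925 and 1601 of 4362 with 9 to 20 (median 0.06). In HepG2, these bins held 210 higher and 163 lower of 896 (median 0.07), 780 and 786 of 3375 (median 0.02) and 896 and 1225 of 4162 (median −0.04). Genes longer than 300 kb numbered 57 higher and 87 lower of 290 in HepG2 (median −0.13) and 77 higher and 220 lower of 362 in Huh7 (median −0.37). Across all 12009 protein-coding genes tested in HepG2, the fold change fell with the number of exons (Spearman rho −0.13, permutation p = 0.0001 within 5 strata of expression, the smallest that 10000 permutations give). Across 12941 in Huh7, rho was −0.084 (permutation p = 0.0001, again the smallest possible), and it ran from −0.15 to −0.013 over the strata. With gene length, rho was −0.057 in HepG2 and −0.12 in Huh7 (permutation p = 0.0001 in both). These correlations are across genes, which are not independent replicates. Processed pseudogenes, which hold no introns, were higher more often than lower, with 120 higher and 74 lower of 1734 in HepG2 and 446 higher and 211 lower of 1688 in Huh7. Against the protein-coding genes, Fisher's exact test gave a two-sided p of 3.2e-06 in HepG2 and 7.8e-19 in Huh7. Reads of a pseudogene can come from its parent gene.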

Apparently, the complex effects of UBL5 depletion on gene expression involve more complicated mechanisms than general interference with pre-mRNA splicing. Our results are also consistent with the fact that only a few genes, including Mcl-1 (12), Sororin, LZTS2, and XRCC3 (11), have been shown so far to be downregulated on protein levels by UBL5 depletion through this proposed pre-mRNA splicing mechanism.

A remarkable observation from the present work is the specific role of PERK in the regulation of UBL5 turnover. Our results indicate that UBL5 stability is controlled exclusively by PERK activity independent of other redundant or adaptive regulators. The current literature on PERK and UBL5 does not offer any biochemical ground for their physical interactions or PERK direct phosphorylation of UBL5. UBL5 protein does not appear to be phosphorylated in serine or threonine residues (as judged by mobility) in resting or ER-stressed cells. Furthermore, UBL5 and PERK did not coimmunoprecipitate each other in these conditions (data not shown).

UBL5 is not the only protein to be degraded in a PERK-dependent manner. Cyclin D1 and the tumor suppressor protein p53 get degraded upon activation of PERK under ER stress to contribute to cell cycle arrest and the inhibition of apoptosis, respectively (49, 50, 51). PERK does not directly phosphorylate p53 or cyclin D1. The regulation of p53 seems to involve PERK phosphorylation of glycogen synthase kinase 3β as an intermediate kinase that, in turn, induces phosphorylation and proteasome degradation of p53 (49, 50). It is possible that a common mechanism might be involved in PERK-dependent proteasomal degradation of these proteins under ER stress.

Our study identifies UBL5 as a new member of UIPS-regulated proteins. While most cellular proteins are degraded *via* ubiquitin proteasome system, an increasing number of proteins are now known to be removed by the route of UIPS. The prototype examples are ornithine decarboxylase, thymidylate synthase, and Rpn4 (19, 52). However, very diverse mechanisms are involved in degradation of these UIPS targets. Little can be inferred from these well-studied examples to predict the specific proteasome, activator, and the essential amino acid sequence (degron) involved in the degradation of UBL5. There are two possibilities to activate UBL5 degradation by UIPS in response to ER stress. First, PERK activation could induce change(s) in UBL5 structure, localization, or interaction with other proteins to render it more sensitive or more accessible to the UIPS activity. Alternatively, PERK activation could increase cellular UIPS activity toward its target proteins. Of note, overexpressed UBL5 protein was only partially degraded in response to ER stress. The observation suggests that the UIPS activity in ER-stressed cells is tuned to degrade physiological levels of UBL5 protein. It will be interesting to determine how PERK communicates with UBL5 to tightly control UBL5 stability/function and cell fate.

## Experimental procedures

### Reagents

Cell culture media, PBS, antibiotics, DTT, Lipofectamine 2000, Lipofectamine 3000, Lipofectamine RNAimax, MTT, Trizol, the Pierce BCA protein assay kit, the enhanced chemiluminescence detection kit, the Phusion site-directed mutagenesis kit, the high-capacity complementary DNA (cDNA) RT kit, the TaqMan universal PCR master mix, human UBL5 siRNA (4392422 s224520), nontarget control siRNA (AM4635), and quantitative PCR probes for UBL5, CHOP, and β-actin were obtained from ThermoFisher Scientific. Fetal bovine serum was from Atlanta Biologicals. The protease/phosphatase inhibitor cocktail was from Roche Diagnostics. The RNeasy Mini Kit and Endo-Free Plasmid Maxi Kit were purchased from Qiagen. Tricine, TM, TG, rotenone, metformin, piericidin A, DOX, cisplatin, bafilomycin A1, ceapin-A7, CCT020312, and BODIPY 493/503 were purchased from Sigma–Aldrich. MG-132 and 3-methyladenine were purchased from Selleck Chemicals. GSK2656157 and STF083010 were purchased from ApexBio Technology. H_2_O_2_ was from Fisher Chemical.

The antibodies against the following proteins were from Cell Signaling: binding immunoglobulin protein (catalog no.: 3177), phosphorylated eIF2α (catalog no.: 3398), eIF2α (catalog no.: 5324), CHOP (catalog no.: 2895), phospho-c-Jun N-terminal kinase (catalog no.: 9255), phospho-AMP-activated kinase α (catalog no.: 2535), phospho-PERK (catalog no.: 3179), PERK (catalog no.: 5683), IRE1α (catalog no.: 3294), ATF4 (catalog no.: 11815), LC3 I/II (catalog no.: 12741), Lamin A/C (catalog no.: 2032), poly(ADP-ribose) polymerase (catalog no.: 9542), cleaved-caspase3 (catalog no.: 9661), FASN (catalog no.: 3180), GAPDH (catalog no.: 5174), β-actin (catalog no.: 4970), and the horseradish peroxidase–conjugated secondary antibodies (catalog nos.: 7074 and 7076). The anti-UBL5 antibody (catalog no.: PA5-70203) was obtained from ThermoFisher Scientific. The anti-phosphorylated IRE1α antibody was from Novus Biologicals (catalog no.: NB100-2323). The antibodies against ATF6 (catalog no.: ab122897), goat anti-rabbit IgG H&L (Alexa Fluor 488) (catalog no.: ab150077), and goat antimouse IgG H&L (Alexa Fluor 594) (catalog no.: ab150116) were purchased from Abcam. The anti-c-Myc antibody was obtained from Santa Cruz Biotechnology.

### Cells

The hepatocellular carcinoma cell lines HepG2 and Huh7, the ovarian cancer cell line SKOV-3, and the embryonic kidney cell line 293TN were originally obtained from American Type Culture Collection. These cell lines were cultured in low-glucose Dulbecco's modified Eagle's medium (HepG2 and Hul7), RPMI1640 (SKOV-3), and high-glucose Dulbecco's modified Eagle's medium (293TN) supplemented with 10% fetal bovine serum and antibiotics. The cells were frozen at early passages and used for less than 1 month in continuous culture.

### Modulation of gene expression

The human UBL5 cDNA (GenBank accession no.: NM 001048241.3) was amplified by PCR and cloned into the pCDH-CMV retroviral vector (System Biosciences) to make pCDH-CMV-UBL5. The nine lysine residues (K12, K13, K17, K28, K29, K41, K45, and K46) were mutated to arginine (R) individually or collectively to generate the indicated mutants. The human PERK expression vector pCDNA3-PERK was obtained from Addgene #21814. The pCDNA3-PERK K618A was prepared by site-directed mutagenesis from pCDNA3-PERK (37). Plasmid DNAs were purified using the endo-free purification kit, and DNA sequences of all plasmids were verified by automatic sequencing.

The shRNA target sequences (control shRNA: 5′-CCTAAGGTTAAGTCGCCCTCG-3′, UBL5 shRNA58: 5′-CCTGGAGCTTTATTATC-3′, PERK shRNA: 5′-GGAACGACCTGAAGCTATAAA-3′) were cloned into the shRNA lentiviral vector pGreenPuro (System Biosciences). The guide RNA sequences to KO PERK (5′-GAATGGACGATGTACCATAGAGG-3′) were cloned into the lentiCRISPRv2 vector (Addgene plasmid #52961) (53). The aforementioned reagent and resource table listed all siRNA, shRNA, and guide RNA sequences used in the study. The recombinant lentivirus was produced in 293TN cells by cotransfection with lentiviral vectors and packaging plasmids using Lipofectamine 2000. The culture supernatants were collected 48 to 72 h post-transfection and used for infection of cells in culture. The transduced cells were selected with puromycin to establish stably transduced populations or clones.

### RT and real-time PCR

Total cellular RNA was extracted with Trizol from cells in culture. Residual genomic DNA was removed by treatment with DNA-free DNase kit. cDNA was synthesized using the High-Capacity cDNA RT Kit. The cDNA abundances of UBL5 and β-actin were quantified using gene-specific probes, the TaqMan Universal PCR Master Mix, and the Bio-Rad CFX Connect Real-Time PCR System. The results of UBL5 mRNA expression were normalized to the level of β-actin and presented as fold changes relative to that of untreated control cells (defined as 1).

### Immunoblotting analysis

Cells were lysed with SDS sample buffer or a lysis buffer containing 40 mM Hepes (pH 7.4), 150 mM NaCl, 1% Triton, 0.5% sodium deoxycholate, 0.1% SDS, 10 mM NaF, 5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM NaV, and the protease and phosphatase inhibitor cocktail. Protein concentrations were quantified with the Pierce BCA Protein Assay Kit. Equal amounts of proteins were resolved by SDS-PAGE. Tricine–SDS-PAGE (16% acrylamide in running gel) (54) instead of regular SDS-PAGE was used to analyze the small UBL5 protein. Proteins on gels were transferred to immunoblot polyvinylidene difluoride membranes and immunoblotted following the protocols of the manufacturers of primary antibodies. Immunocomplexes were visualized by an enhanced chemiluminescence detection kit using the horseradish peroxidase–conjugated secondary antibodies.

### Immunofluorescence staining

Cells were seeded in the Nunc glass bottom dishes and fixed with −20 °C prechilled methanol for 10 min. After blocking for 1 h with 1.5% goat serum containing 1% of bovine serum albumin, cells were incubated with anti-UBL5 antibody (1:100 dilution) overnight followed by the Alexa488- and Alexa594-conjugated secondary antibodies (1:500 dilution) for 1 h. The glass slips were mounted with the ProLong Gold Antifade Mountant containing 4′,6-diamidino-2-phenylindole. The staining and subcellular localizations were examined with all-in-one fluorescence microscope BZ-X800.

### Cellular fractionation

Cellular nuclei were isolated from the cytosol essentially according to Schreiber *et al.* (55). Briefly, HepG2 and Huh7 cells were resuspended in a cold hypotonic lysis buffer (20 mM Hepes [pH 7.5], 10 mM KCl, 3 mM MgCl_2_, 1 mM NaV, and 1× protease/phosphatase inhibitor mix) and incubated on ice for 15 min. NP-40 was added to a final concentration of 0.5%. After vortex for 10 s, the homogenates were incubated on ice for 1 min and centrifuged at 3000 rpm at 4 °C for 4 min. The supernatants were collected as the cytoplasmic fraction. The nuclear pellet was washed one time with the hypotonic lysis buffer containing 0.5% NP-40 and then solubilized immediately in 1× SDS sample buffer.

### RNA-Seq

Approximately 0.5 μg total RNA was used for RNA-Seq library preparation by following the Illumina TruSeq stranded mRNA sample preparation guide. The first step in the workflow involved purifying the poly-A-containing mRNA molecules using poly-T oligo-attached magnetic beads. The mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers, followed by second-strand cDNA synthesis using DNA polymerase I and RNase H. Strand specificity was achieved by replacing dTTP with dUTP in the second-strand marking mix. These cDNA fragments went through an end repair process, the addition of a single “A” base, and then ligation of the adapters. The products were purified and enriched with PCR to create the final RNA-Seq library. RNA-Seq libraries were subjected to quantification process, pooled for cBot amplification, and subsequent 50 bp single-read sequencing run with Illumina HiSeq 3000 platform.

After the sequencing run, demultiplexing with Bcl2fastq2 was employed to generate the fastq file for each sample. The average of 30 M reads was obtained for this set of samples. The quality of RNA-Seq reads was assessed with FastQC, version 0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, https://www.bibsonomy.org/bibtex/f230a919c34360709aa298734d63dca3, Accessed June 26, 2022). The reads were aligned using STAR aligner (56) version 2.7.6a to reference genome GRCh38. Raw gene counts of mapped reads were aggregated using featureCounts (57). The differential gene expression analysis was performed with Bioconductor package DESeq2, version 1.30.0 (58) using the normalized and filtered counts per gene from the RNA-Seq data. Differentially expressed genes with adjusted *p* value <0.05 were subject to functional annotation and pathway enrichment analyses using the DAVID (59) and ingenuity pathway analysis programs.

### Cell viability and apoptosis assays

Cells were seeded in complete medium in 6- or 12-well plates. Following treatments with indicated compounds or vehicle, cells were stained with MTT assay (40) or crystal violet staining (60). The MTT or crystal violet intensity curves were plotted as a function of exposure days or drug doses used in the experiments. Cell numbers were quantified with the Beckman Coulter Counter.

The ability of cells to grow in anchorage-independent conditions was assessed by growing cells in complete medium containing 0.3% soft agar. Six-well plates were first coated with 1.5 ml complete medium with 0.6% soft agar to prevent attachment of cells to the bottoms of the wells. Cells (5000/well) in complete medium containing 0.3% soft agar were overlayered onto the precoated wells and incubated for 3 and 2 weeks for HepG2 and Huh7, respectively. Fresh 100 μl of growth medium was applied to the top twice weekly. At the end of the experiment, colonies in soft agar were stained with crystal violet and photographed by using the Bio-Rad ChemiDoc Imaging Systems. The colonies larger than 100 μm in diameter were quantified from triplicate wells.

The FITC Annexin V Apoptosis Detection Kit was obtained from BioLegend. Following the indicated treatments, cells were stained with FITC Annexin V and propidium iodide. The fluorescence signals were measured using BD FACS Canto flow cytometer (BD Biosciences). The results were analyzed with FACs DIVA software (BD Biosciences).

### Animal studies

All animal experiments were approved by the Virginia Commonwealth University Institutional Animal Care and Use Committee.

To determine the response of UBL5 to ER stress *in vivo*, 3-month-old C57BL/6 male mice (Charles River Labs) were i.p. injected with TM (2 mg/kg body weight) (61) or vehicle (0.5% methylcellulose). The mice were sacrificed 26 h postinjection. Fractions of liver tissues were homogenized for immunoblotting analysis.

To determine the effect of UBL5 KD *in vivo*, UBL5 shRNA-transduced and their nontarget control (ctrl-shRNA) cells were implanted to 8-week-old male NOD scid gamma mice. The cells in exponential growth phase were injected s.c. (4 × 10^6^ cells/0.1 ml) on the right flank. The formation of xenografts was monitored and measured with a digital caliper. The tumor volumes were calculated based on the formula lw^2^/2, where l was the length and w was the shortest width of the tumor.

### Statistics

All numerical data from *in vitro* studies were presented as mean ± SD of triplicate assays, representative of three independent experiments. The statistical significances were analyzed using Student's *t* test unless otherwise stated, where *p* <0.05 was considered statistically significant. In figures, the statistical significances were indicated with n.s. (not significant) if *p* >0.05, ∗ if *p* <0.05, or ∗∗ if *p* <0.01.

## Material and data availability

Experimental reagents generated in this study will be available upon request. The RNA-Seq data were submitted to National Center for Biotechnology Information Gene Expression Omnibus database: GSE209935 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209935).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death
**Source:** J Biol Chem. 2023 Jun 12;299(7):104915. doi: 10.1016/j.jbc.2023.104915
**Supplement:** Supporting Figure S1

## Supplementary Figure S1

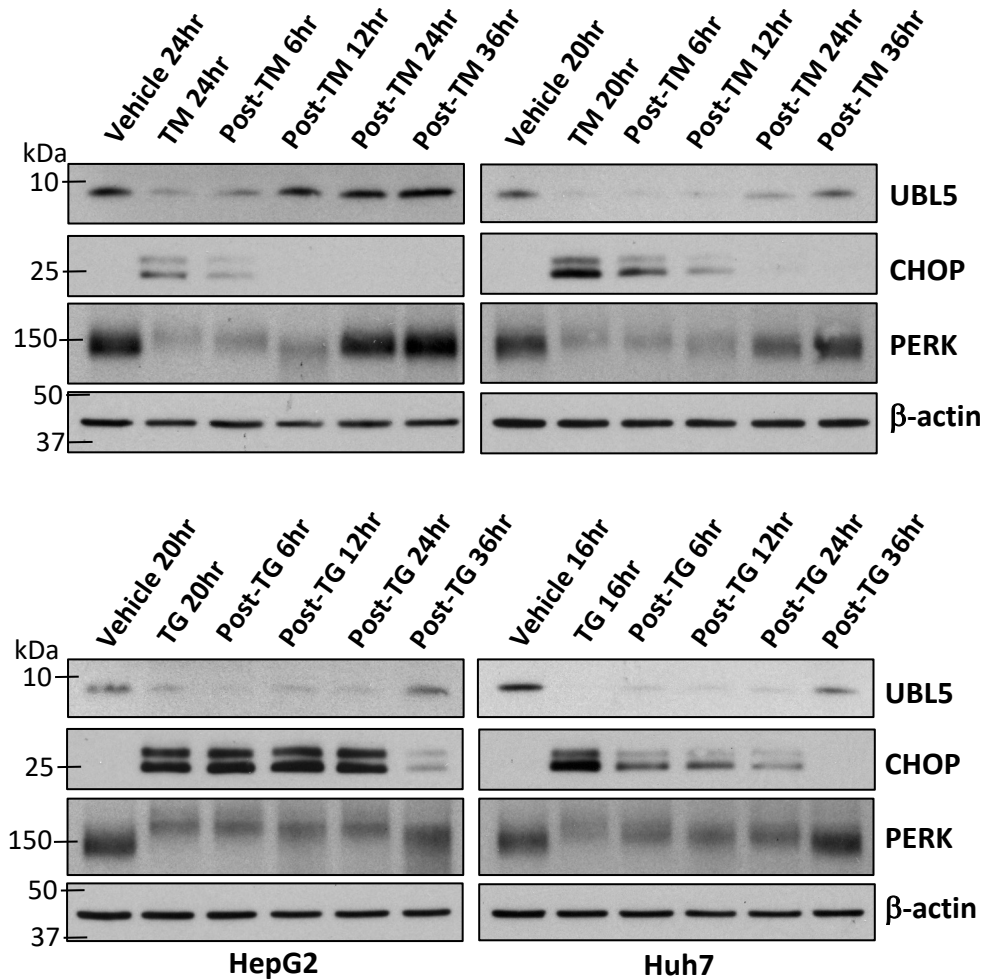

**Figure S1. UBL5 recovers after complete clearance of ER stress.** HepG2 and Huh7 cells were treated with TM or TG at doses as in Figure 1A for the indicated times (hr). After removal of TM or TG-containing medium, the cells were washed with PBS, and incubated with complete medium without TM or TG for the indicated times of recovery from ER stress. Expression of UBL5, CHOP induction or PERK phospho-associated mobility shift were examined by immunoblotting.

# Supplementary material for: Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death
**Source:** J Biol Chem. 2023 Jun 12;299(7):104915. doi: 10.1016/j.jbc.2023.104915
**Supplement:** Supporting Figure S2

## Supplementary Figure S2

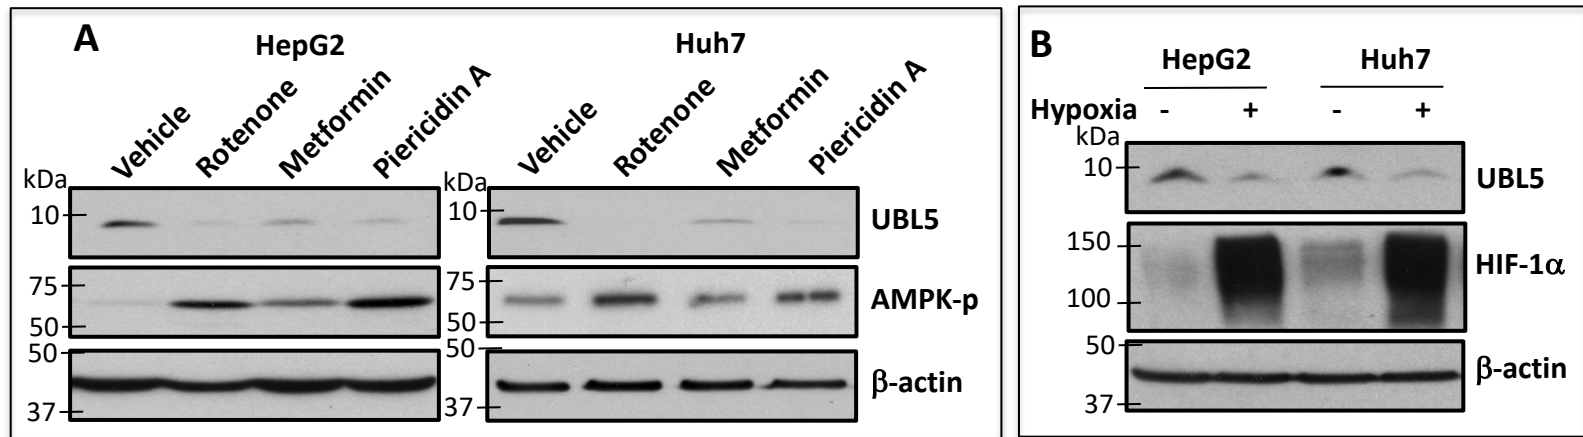

**Figure S2. Indirect stimuli of ER stress also induce UBL5 depletion.** **A.** HepG2 and Huh7 cells were treated for 24 hours with the ETC inhibitor Rotenone (0.33  $\mu$ M), Metformin (2 mM), or Piericidin A (25 nM). Expression of UBL5 and AMPK-p (marker of energy deficiency) was examined by immunoblotting. **B.** HepG2 and Huh7 cells were incubated at 37 °C for 18 hours in a hypoxia chamber with 1% O<sub>2</sub> and 5% CO<sub>2</sub> balanced with N<sub>2</sub> or in a control chamber with air and 5% CO<sub>2</sub>. Expression of UBL5 and HIF-1 $\alpha$  (hypoxia marker) was examined by immunoblotting.

# Supplementary material for: Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death
**Source:** J Biol Chem. 2023 Jun 12;299(7):104915. doi: 10.1016/j.jbc.2023.104915
**Supplement:** Supporting Figure S3

## Supplementary Figure S3

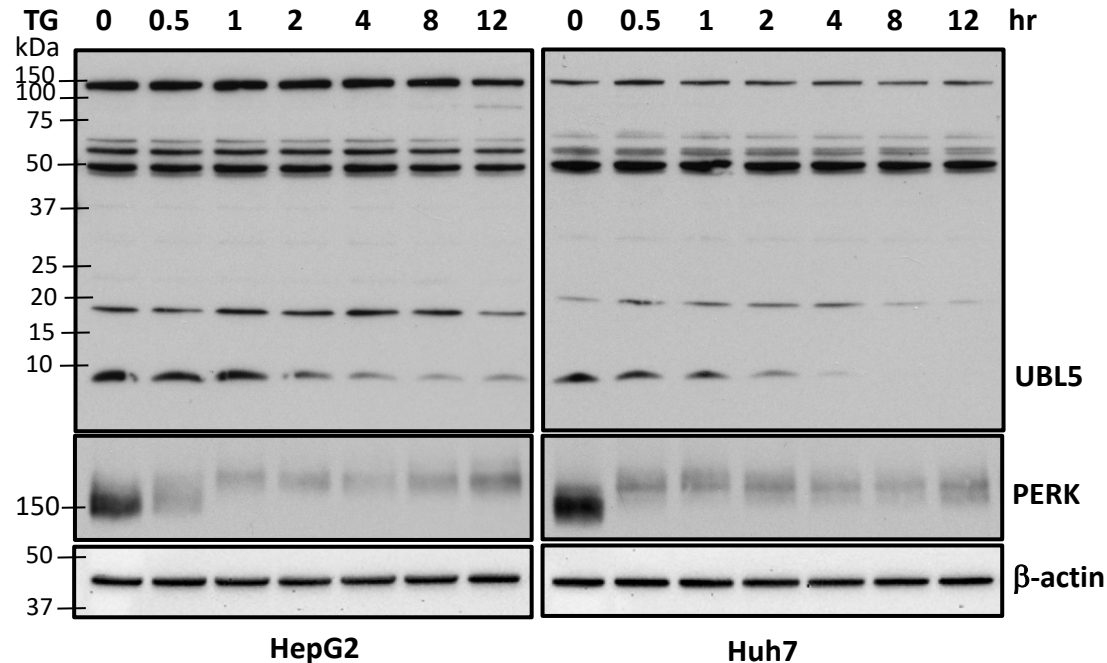

**Figure S3. ER stress-induced UBL5 depletion is not associated with formation of UBL5-ubiquitin ladders.** HepG2 and Huh7 cells were treated with TG at doses as in Figure 1A for the indicated times (hr). Expression of UBL5, PERK and  $\beta$ -actin was examined by immunoblotting.

# Supplementary material for: Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death
**Source:** J Biol Chem. 2023 Jun 12;299(7):104915. doi: 10.1016/j.jbc.2023.104915
**Supplement:** Supporting Figure S4B

## Supplementary Figure S4B

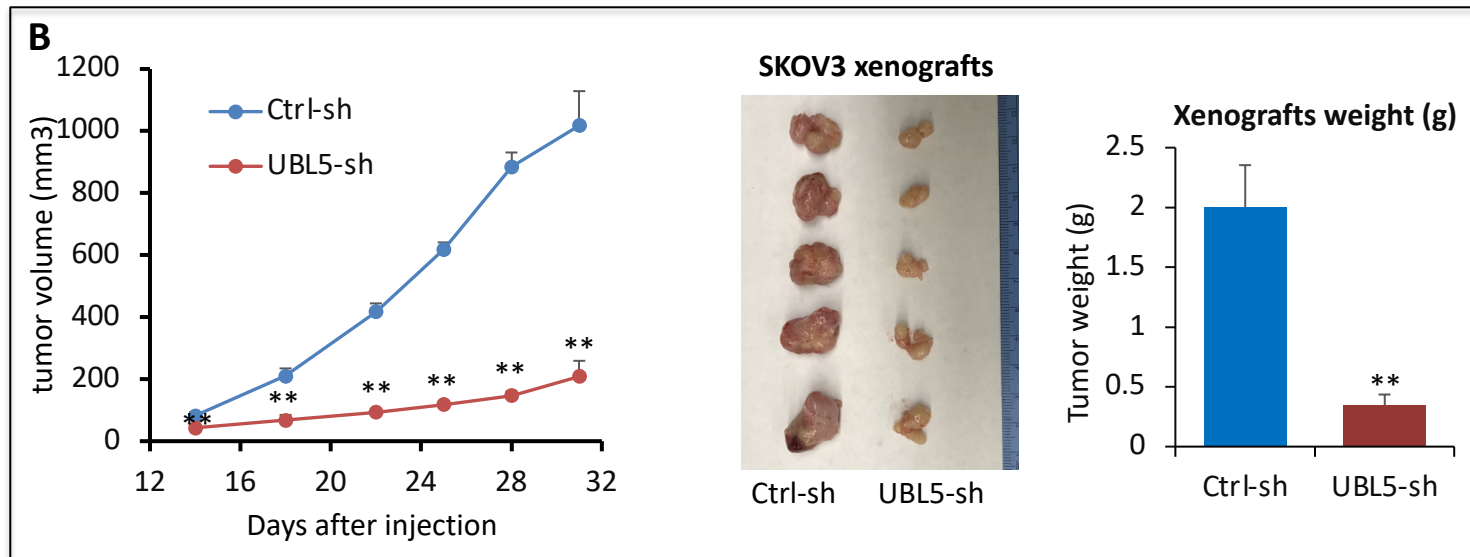

**Figure S4. UBL5 KD inhibits survival of SKOV-3 cells in culture and tumorigenicity in mice. A.** SKOV-3 cells were transfected with Ctrl-si or UBL5 siRNA. Shown were expression of apoptotic markers (**upper left**), cell viability by MTT staining (**upper right**), and phase-contrast photographs of ctrl-si and UBL5 siRNA transfected cells (**lower**). **B.** UBL5 shRNA inhibited tumorigenicity of SKOV-3 cells in mice. The Ctrl-sh and UBL5 shRNA KD SKOV-3 cells were established as continuous culture. After confirmation of stable KD efficiency, the cells ( $4 \times 10^6$ /mouse) were s.c. injected in 8-week old female NSG mice. Tumor growth curves were constructed from tumor volumes measured at indicated times (days) post cell inoculation (**left**). Xenografts from each group were excised and photographed at the endpoint (**middle**). Shown in **right** was comparison of endpoint tumor weights between Ctrl-sh and UBL5-shRNA knockdown groups.

# Supplementary material for: Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death
**Source:** J Biol Chem. 2023 Jun 12;299(7):104915. doi: 10.1016/j.jbc.2023.104915
**Supplement:** Supporting Figure S5

## Supplementary Figure S5

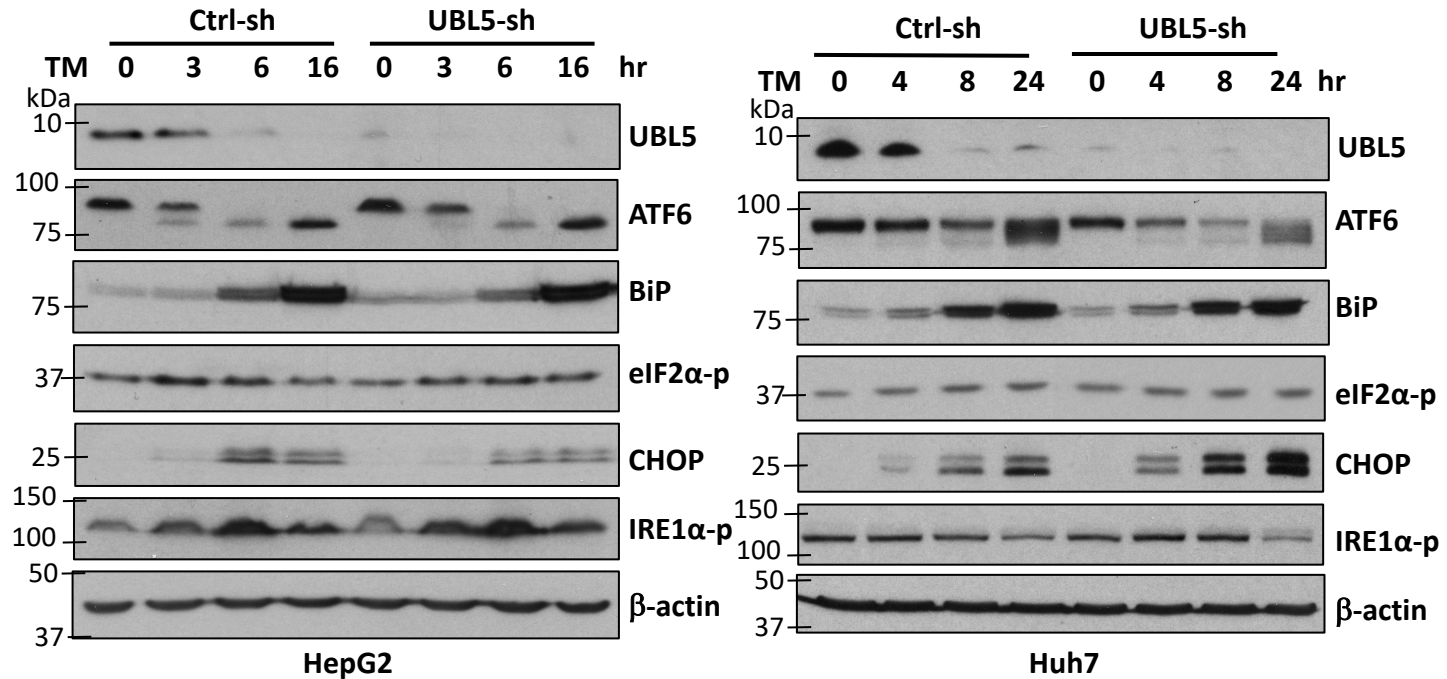

**Figure S5.** UBL5 KD does not affect activation of the UPR signaling. HepG2 and Huh7 cells were treated with TM at doses as in Figure 1A for the indicated time (hr). Expression of UBL5 and UPR activation were examined by immunoblotting analysis showing that multiple markers of the 3 arms of the UPR were equally activated in both Ctrl-shRNA and UBL5 shRNA KD cells.

# Supplementary material for: Ubiquitin-like protein 5 is a novel player in the UPR–PERK arm and ER stress–induced cell death
**Source:** J Biol Chem. 2023 Jun 12;299(7):104915. doi: 10.1016/j.jbc.2023.104915
**Supplement:** Supporting Figure S6

Supplementary Figure S6

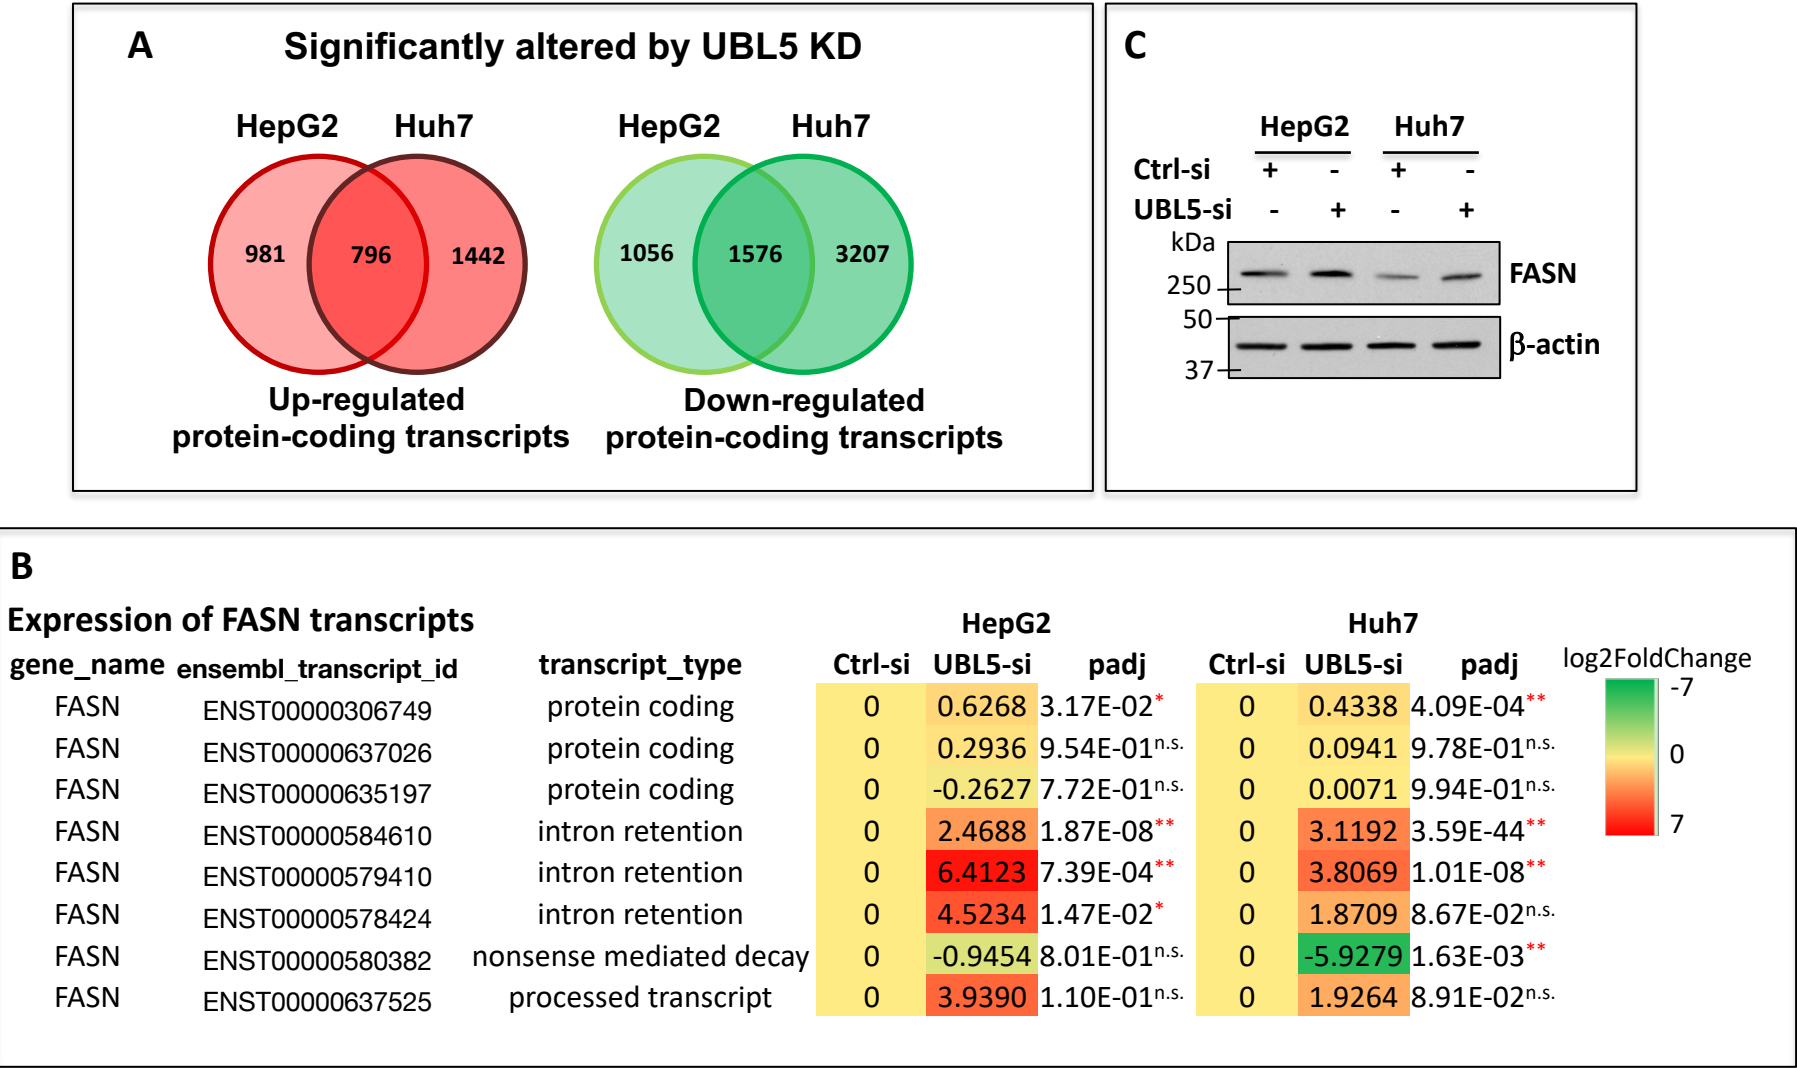

**Figure S6.** Effects of UBL5 siRNA KD on gene expression are more complicated than interference with mRNA splicing. **A.** UBL5 siRNA KD regulated gene expression both positively and negatively. Shown were up- and down-regulated groups of genes and the overlaps between two cell lines. **B.** UBL5 siRNA KD led to increases in 2 intronic transcripts and a protein-coding transcript of FASN in HepG2 and Huh7 cells. Expression of FASN transcripts were quantified from RNA-Seq data and presented as log2 fold changes. **C.** Immunoblotting analysis was performed to show the effect of UBL5 siRNA KD on FASN protein expression.

How the deposited data were processed for this re-analysis (not part of the article)

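The data are RNA-seq libraries of HepG2 and Huh7 cells, 3 with Ctrl-siRNA and 3 with UBL5 siRNA in each line. The authors demultiplexed the reads with bcl2fastq, checked them with FastQC 0.11.9, aligned them to GRCh38 with STAR 2.7.6a and counted reads per gene with featureCounts, whose version, annotation and strand setting the paper's text does not name. The deposited tables list the genes of each line by Ensembl identifier with the raw count of each of the 6 libraries, and are divided by the sign of the fold change. Beside the counts, the authors deposited a score per gene (the mean of counts divided by DESeq2 size factors, and the Wald statistic). The deposited log2 fold change and its error come from the authors' DESeq2 1.30.0 comparison of UBL5 siRNA with Ctrl-siRNA within each line. The deposited p-value and adjusted p-value are those of the Wald test in that comparison. The filter the authors applied to low counts is not stated, and the lowest total count of a listed gene was 11 in HepG2 and 15 in Huh7. All 12 count columns were matched to the samples, and 0 columns were left unmatched.

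The counts were read again and analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by filterByExpr (min.count 10, min.total.count 15), scaled by TMM over the kept genes and tested with the quasi-likelihood F test of edgeR within each line, 3 libraries against 3. The threshold was an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested), with no minimum fold change. The difference between the lines was tested as an interaction in a fit over all 12 libraries, with 15668 genes tested. Gene lists were tested by camera of limma with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. The 32 lists hold 8 to 46 genes. They cover p53 targets, pro-apoptotic effectors, anti-apoptotic genes, death receptors, necroptosis and pyroptosis, ferroptosis, ceramide metabolism, the branches of the UPR, the spliceosome and its regulators, ribosomal proteins, DNA replication, the Fanconi anemia pathway, mitosis, cohesion, hepatocyte genes, lipid synthesis, inflammatory and immediate early genes, mitochondrial genes, the proteasome, and markers of endothelial cells, fibroblasts and leukocytes. They were written from general knowledge, and they, the rule for named genes, and the tests and alternatives other than those given as chosen later were fixed before the data were examined. The named genes are those the paper names, the 10 highest and 10 lowest protein-coding genes per line with a mean normalized expression of at least 100 and no overlap of the groups' values, the 4 genes of each list with the smallest adjusted p in either line, and the 5 genes per direction that differ most between the lines. The FASN values of Fig. S6B had been seen by then. Some named genes and a gene list that enters the counts are not reported here.

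Gene symbols, classes, exons and coordinates are from GENCODE release 44 on GRCh38, which held 17603 of the 17640 identifiers of HepG2 (99.79%) and 18398 of 18434 of Huh7 (99.8%). Coordinates count from 1. Named genes that share over 20% of exon bases with another gene are DDIT3, LYZ, IRF9, SERPINA3, XRCC3, TYMS, BCL2L12, CEBPA, ICAM1, NFE2L2, BCL2L1, STAG1, XPC and HMGCS1, among others that the text does not give, and RPS27, RPS28 and RPL7 have pseudogenes that resemble them. Exon number and gene length were related to the fold change by Spearman correlation with 10000 permutations within 5 strata of expression, over protein-coding genes. The 3′ UTRs searched for 7-mers were those of at least 50 bases, and 7-mers in at least 100 genes were tested with UTR length and GC content in the model.

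The steps were tested on simulated counts drawn from the means and library sizes of these libraries with 200 changed genes. In HepG2, 3.03%, 50.7% and 92.5% of genes changed by a log2 of 0.5, 1 and 2 were recovered over 15808 genes, with 10 false calls. In Huh7, these shares were 53%, 88.1% and 98.5% over 16808 genes, with 2 false calls. For the difference between the lines, 93.5% of 62 genes changed by a log2 of 2 were recovered over 15532 genes, with 1 false call. For genes with many reads, the precision of a count is set mostly by the spread between libraries. For genes with few reads, depth limits it as well. No library duplicated another. The p-values measure the spread between these libraries, whose origin is not stated and which were possibly technical replicates. The replicate numbers were checked for pairing. In HepG2, the residuals of libraries with one number correlated at 0.36, 0.25 and 0.26 across genes, so a paired fit (replicate number as a block) was run as well. The genes ACTB (adjusted p = 0.043), ERN1 (0.026), GAPDH (0.047), HSPA5 (0.046), HSPD1 (0.019), ODC1 (0.047), PRKAA1 (0.04), CLPX (0.0092), CXCL8 (4e-04), DUSP5 (0.00088), CCL20 (0.00054), PLK1 (0.019) and TTK (0.014) passed in HepG2 in the paired fit and not in the unpaired one.

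Alternatives were a stricter mean expression, protein-coding genes alone, other adjustments of the p-values, DESeq2 in place of edgeR, no filter on low counts, the replicate block, stricter thresholds, each library left out in turn, and for the lists other correlations and the log2 fold change in place of the statistic. Over the genes tested here, the authors' deposited p-values call 6133 genes in HepG2, of which 5608 are among the 5780 called by edgeR, and 11111 in Huh7, of which 11071 are among the 12098, each in one direction in both sources. The functional groups of the Ingenuity and DAVID programs, transcript isoforms, intron retention, and every immunoblot, viability and tumor measurement of the paper were not analysed here, since gene counts do not measure them.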

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

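The tests of a swapped library, of reads from Huh7 cells, and of the outlying library behind the p53 difference were chosen only after the result was seen, as was the use of replicates 1 and 2 alone.

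The response to UBL5 siRNA differed between HepG2 and Huh7 for 3374 of 15668 genes in the interaction test of edgeR, 1826 higher and 1548 lower in Huh7, and 1471 of them had fold changes of opposite sign. Of 100 drawn splits of the libraries within each line, 4 gave as many genes, the real one included, and the highest other gave 3929. The splits above the real count set the real groups of Huh7 against mixed groups of HepG2, so these splits do not decide whether chance gives the difference. Libraries of one replicate number correlated in HepG2 (0.36, 0.25 and 0.26). The fit behind this difference and the list tests below had no replicate block, and no paired fit of the difference was run. The paper does not report a test of this difference.

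By this test, C6, a complement gene, differed by a log2 of 2.74 (Huh7 minus HepG2), HIP1 by 2.66, TMEM184A by 2.59, HEY1, a Notch target, by 2.50 and the small nucleolar RNA SNORD17 by 2.41. The genes furthest below were CPA4 at −4.60, OR2I1P at −3.77, CDKN1A at −3.17, the histone gene H2AC6 at −3.02 and LINC02015 at −2.62. HEY1 had 2.49 (adjusted p = 1.28e-08) in Huh7 and −0.04 (adjusted p = 0.908) in HepG2, and CPA4 had −2.59 (adjusted p = 2.34e-08) in Huh7 and 1.99 (adjusted p = 0.00627) in HepG2.

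Of 31 gene lists, 11 differed between the lines in the camera test. The medians of the differences (Huh7 minus HepG2) were 0.63 for DNA replication (adjusted p = 1.1e-08, and 0.53 with an estimated correlation), 0.39 for mitosis (adjusted p = 9.2e-05, estimated 0.56) and 0.48 for the Fanconi anemia pathway (adjusted p = 0.00063, estimated 0.56). They were −0.24 for the proteasome (adjusted p = 0.001, estimated 0.56), −0.21 for hepatocyte secreted proteins (adjusted p = 0.0022, estimated 0.44) and 0.27 for the mitochondrial UPR (adjusted p = 0.0029, estimated 0.07). They were 0.29 for sister chromatid cohesion (adjusted p = 0.0031, estimated 0.44), 0.24 for tri-snRNP proteins (adjusted p = 0.0036, estimated 0.44) and 0.22 for fatty acid synthesis (adjusted p = 0.014, estimated 0.34). NF-kB targets differed by −1.56 (adjusted p = 1.2e-20), with 13 of 16 genes lower in Huh7 and none higher, and this held with an estimated correlation (adjusted p = 0.0069). Over genes with a mean expression of at least 100 in both lines, the difference was smaller (−1.035, adjusted p = 1.9e-12). Its members ICAM1 (1.03 in HepG2 and −0.70 in Huh7) and SOD2 (0.65 and −0.84) were chosen after their values were seen, as was CXCL8. CXCL8 had 1.13 (adjusted p = 0.0646) in HepG2 and −1.26 (adjusted p = 1.45e-08) in Huh7, and passed in HepG2 without Ctrl-siRNA replicate 3 (adjusted p = 0.009) or UBL5-siRNA replicate 2 (adjusted p = 0.038). ICAM1 overlaps another gene, and the 3′ UTR of CCL20 holds AATAAAGA. No explanation of the NF-kB difference was tested.

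The p53 targets differed by −0.88 (adjusted p = 9.5e-12, and 0.0013 with an estimated correlation), with 17 of 27 genes lower in Huh7 and 1 higher. The outlying HepG2 library is argued against as the cause, since without replicate 3 of both HepG2 groups the median difference was −0.83 (adjusted p = 6.4e-12) and with each library left out in turn the adjusted p was at most 4.1e-10. In Ctrl-siRNA cells, the p53 targets had a median log2 ratio of −1.27 (Huh7 over HepG2), with 22 of 27 genes lower in Huh7. This median lay at percentile 0 of 10000 matched random lists, whose median was −0.03. The lines differed in these genes without UBL5 siRNA, but such levels do not test the cause of the response. Differences between the lines themselves stay open as a cause.

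Ctrl-siRNA replicate 3 of HepG2 lies far from the other HepG2 libraries, at 116.3 on a first component that takes 65.6% of the variance, where the others lie between −49.8 and 11.7. A swap with a UBL5-siRNA library is argued against, since UBL5 in it is at 100% of the mean of replicates 1 and 2, and so are reads from Huh7 cells, since 4 genes of Huh7 alone reach a median of 0.017% of their Huh7 level. Few starting molecules may account for it. Its squared deviation over counting noise was 23.9 in genes of low counts and 27.7 in genes of high counts. This is a ratio of 1.16, as copies of few molecules would give. Ctrl-siRNA replicate 1 went from 2.44 to 7.09 (ratio 2.9), a weak contrast, since it was set against replicate 2 alone. UBL5-siRNA replicate 3 went from 2.44 to 14.7 (ratio 6.02). The replicate 3 libraries of both groups also share a shift in stress and immediate early genes, picked after their values were seen, which few molecules in a single library do not account for. HSPA1A was at 133 and 111 CPM in them against 28.5 to 39.4 in the other HepG2 libraries, CCN1 at 448 and 468 against 122 to 142, and FOS at 42.1 and 49.5 against 7.62 to 35.9. The deposited labels of these replicate 3 libraries lack the sequencer sample and read tags that the labels of all other libraries carry. The source of this shift was not tested. No biological explanation was tested, and without replicate 3 of both groups 7170 genes were called in HepG2.

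In Huh7, 70.8% of the called lncRNA genes were lower (370 higher and 895 lower of 1783), against 49.8% of the protein-coding genes (Fisher's exact test, two-sided p = 5.7e-46). In HepG2, 60.9% were lower (128 higher and 199 lower of 1482, Fisher's exact test, two-sided p = 0.051). The pathway analysis of the paper took protein-coding transcripts only.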

How the results depend on the processing

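Replicates 1 and 2 alone, the authors' p-values and the alternatives of the p53 and NF-kB differences were chosen after seeing the data. So were the shares of higher calls under settings other than a minimum mean expression, an adjusted p under 0.01 and centring on the median, the libraries left out for the lists, the overlap and the difference, DESeq2 for the overlap, the replicate block and the lack of a filter outside the gene counts, and all settings of UBL5 and FASN but the libraries left out and centring on the median for UBL5 and a mean of at least 10 for FASN. Among the named genes, 0 reversed in either line under any alternative. With DESeq2, 178 of 186 had an unchanged outcome, called or not, in HepG2 (2 lost the call, 3 gained it and 3 uncalled genes changed sign) and 184 of 186 in Huh7 (2 lost it). The lists lost all calls with an estimated correlation (0 in HepG2 and 0 in Huh7, from 12 and 9), and with the log2 fold change in place of the statistic 7 passed in HepG2 (8 of the 12 were lost and 3 others gained) and 1 in Huh7 (8 of the 9 were lost). Stricter thresholds give fewer genes by construction. The Holm adjustment left 247 genes in HepG2 and 4370 in Huh7, an adjusted p under 0.01 left 3366 in HepG2, 2708 of the overlap and 1791 of the difference, and a log2 fold change of at least 1 left 1654, 3843 and, of the overlap, 878. Scaling the Huh7 fold changes by the slope of Huh7 on HepG2 (0.74) gave 5948 differing genes. Without scaling, the difference of the fits per line over their standard errors gave 4402, where the interaction test gave 3374. That setting was also chosen after seeing the data. The rise to 5948 is therefore not due to scaling alone if it rests on those fits, and its cause was not tested. The share of higher calls in HepG2 was 50.1% with either DESeq2 setting (exact binomial p = 0.89) and 50.3% with the authors' p-values (exact binomial p = 0.64). In Huh7, it was 50.3% with either DESeq2 setting, 50.2% over protein-coding genes, 49.1% with no filter, 49.4% with the replicate block and 50.9% with the authors' p-values, none past 0.05, but 48.9% at an adjusted p under 0.01 (exact binomial p = 0.033) and 46% with fold changes centred on the median (exact binomial p = 2.2e-18). It turned to 52.7% for a mean expression of at least 100. The cause was not tested. With each library left out in turn, the called genes ran from 3819 (without UBL5-siRNA replicate 2) to 7270 (without Ctrl-siRNA replicate 3) in HepG2 and from 11445 to 12039 in Huh7. The higher share ran from 44 to 48.1% and from 48.7 to 49.4%, where it missed the threshold without Ctrl-siRNA replicate 3 and without UBL5-siRNA replicate 1 (49.2%). UBL5 ran from −4.01 to −3.36 and from −3.47 to −3.38, and FASN from 0.48 to 0.87 and from 0.59 to 0.79. In HepG2, the FASN call was lost without Ctrl-siRNA replicate 1. Lists past the threshold ran from 11 to 14 and from 9 to 11, the overlap from 3138 to 5306 genes and the difference from 2465 to 4299. The p53 difference ran from −0.89 to −0.73 and that of NF-kB targets from −1.70 to −1.47, and over genes with a mean expression of at least 100 in both lines the NF-kB difference was −1.035. In a paired fit with the replicate number as a block, 6431 genes and 15 lists passed in HepG2, 12672 genes and 11 lists in Huh7, and 4988 genes were shared. The difference between the lines was not fitted with this block. In Huh7, libraries of one number correlated at 0.42, 0.036 and 0.53, so the numbers did not pair in every case. With replicates 1 and 2 alone in HepG2, 7170 genes and 13 lists passed, 5314 were shared and 4497 differed. A pseudocount, a choice among transcripts and the centring of lists were not run, since the files hold counts per gene and a competitive test is not moved by centring. In the simulated counts with 200 changed genes, 3.03% of changes of a log2 of 0.5 were recovered in HepG2. Many more genes were called in the real libraries, among them 21 of 46 cytosolic ribosomal proteins, a list with a median of 0.245. The share of small changes missed there was not measured.

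Of the 10 ways to split the 6 libraries of a line, 1, the real one, gave as many as 5780 genes in HepG2 (highest other 0) and 1, again the real one, as many as 12098 in Huh7 (highest other 0). For lists, 2 splits gave at least 12 in HepG2 (highest other 12) and 4 gave at least 9 in Huh7 (highest other 10). These splits are too few for a share under 0.05. For the shared genes, 1 of 100 drawn pairs of splits, the real one, gave as many as 4483 (highest other 0). As no other split called a gene in either line, these pairs do not decide whether chance gives the overlap.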

Differences from the paper's values

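For the genes higher in both lines, DESeq2, the lack of a filter and the replicate block were chosen after seeing the data. The counts from the authors' deposited adjusted p-values were also chosen then. The paper shows about 2200 protein-coding transcripts higher in Huh7 (Fig. S6A, read by eye), where 4942 genes were higher here. The authors' deposited adjusted p-values under 0.05 give 5787 higher and 5715 lower genes in Huh7, counted over all gene classes. Of the alternatives set before the data were examined, the Holm adjustment (2007) comes within 1.5 times the paper's value. It moves other counts away, with 1988 lower in Huh7 where the paper shows about 4800 (Fig. S6A, read by eye) and 4905 were lower here, and with 117 higher and 126 lower in HepG2 where the paper shows about 1800 and about 2600 (Fig. S6A, read by eye) and 2314 and 2853 were found here. The others do not come within 1.5 times, with 4926 for a mean expression of at least 10, 4392 for at least 100, 4966 for protein-coding genes alone, 4942 for 1 gene per symbol, 4859 with either DESeq2 setting, 5103 with no filter, 5224 with the replicate block, 4340 at an adjusted p under 0.01 and 1036 with a log2 fold change of at least 1.

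The paper shows about 800 transcripts higher in both lines (Fig. S6A, read by eye), where 1885 genes were higher in both here. An adjusted p under 0.01 (1093) comes within 1.5 times the paper's value. The others do not, with 1885 for a mean expression of at least 10, 1877 for at least 100, 1968 for protein-coding genes alone, 1885 for 1 gene per symbol, 98 with Holm, 2162 with either DESeq2 setting, 1974 with no filter, 2210 with the replicate block and 233 with a log2 fold change of at least 1. The values here count genes. For its own, the paper's text speaks of transcripts, but the legend of Fig. S6A speaks of genes and its methods of counts per gene.

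For FASN in Huh7, the paper's log2 fold change of the major coding transcript is about 0.43 (Fig. S6B, read by eye), and the whole gene had 0.67 here. The mean expression minimum of 10, set before the data were examined, leaves it at 0.67 and does not come within the paper's value. For HepG2, where the paper shows about 0.63 (Fig. S6B, read by eye), the gene had 0.68.

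The paper shows p53 signaling as activated in both lines (Fig. 4C), by scores of the DAVID and Ingenuity programs. Those programs were not run here. The counts below are of genes in lists written from general knowledge, so they are another measure and do not test those scores. In Huh7, 9 p53 targets were higher and 11 lower, with a median log2 fold change of 0.03, while in HepG2 18 were higher and 3 lower. The paper shows necroptosis as activated in both lines. Of the necroptosis and pyroptosis list, 3 genes were higher and 7 lower in Huh7, and 1 was higher and 3 lower in HepG2. Of death receptor genes, which the paper shows as activated, 5 of 22 were higher and 0 lower in HepG2 and 14 of 21 were higher and 4 lower in Huh7.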

Other observations

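Genes of the UPR outside the death lists went both ways. Of 23 genes of the PERK-ATF4 branch, 3 were higher and 10 lower in HepG2 (3 and 11 when adjusted over the list alone), with a median log2 fold change of −0.15 (camera, adjusted p = 0.088). In Huh7, 6 of 24 were higher and 10 lower (as when adjusted over the list alone), with a median of −0.07 (camera, adjusted p = 0.78). VLDLR and SHMT2 fell in both lines (−1.05 and −0.96 in HepG2, −0.98 and −0.42 in Huh7), and EIF2AK3, the gene of PERK, had −0.34 (adjusted p = 0.0272) in HepG2 and −0.42 (adjusted p = 2.5e-05) in Huh7. ATF4 had −0.02 (adjusted p = 0.904) and 0.16 (adjusted p = 0.028), and DDIT3, the gene of CHOP, which overlaps MARS1, −0.51 (adjusted p = 0.042) and 0.04 (adjusted p = 0.766). The HepG2 call of EIF2AK3 was lost (adjusted p) without Ctrl-siRNA replicate 2 (0.093), UBL5-siRNA replicate 1 (0.076), UBL5-siRNA replicate 2 (0.14) or UBL5-siRNA replicate 3 (0.055), the Huh7 call of ATF4 without Ctrl-siRNA replicate 1 (0.068), Ctrl-siRNA replicate 2 (0.12), UBL5-siRNA replicate 1 (0.073) or UBL5-siRNA replicate 3 (0.056), and the HepG2 call of DDIT3 with DESeq2 (0.055) or without Ctrl-siRNA replicate 1 (0.068), Ctrl-siRNA replicate 2 (0.079), Ctrl-siRNA replicate 3 (0.062), UBL5-siRNA replicate 1 (0.13) or UBL5-siRNA replicate 2 (0.2). Of 24 genes of the ATF6 and IRE1-XBP1 branches, 4 were higher and 3 lower in HepG2 (3 and 3 when adjusted over the list alone), with a median log2 fold change of 0.03 (camera, adjusted p = 0.94). In Huh7, 6 of 24 were higher and 8 lower (as when adjusted over the list alone), with a median of −0.08 (camera, adjusted p = 0.39). EDEM1, of ER-associated degradation, fell in both lines (−0.97 and −1.26), ATF6, whose 3′ UTR holds AATAAAGA, rose in HepG2 by 0.86 (adjusted p = 0.000373) and had −0.09 (adjusted p = 0.105) in Huh7, and HSPA5, the gene of BiP, had 0.29 (adjusted p = 0.0729) and 0.14 (adjusted p = 0.0298). With fold changes centred on the median, ATF6 passed as lower in Huh7 (−0.132, adjusted p = 0.024) and ATF4 lost its Huh7 call (0.119, adjusted p = 0.09). HSPA5 passed in HepG2 with DESeq2 (log2 fold change 0.324, adjusted p = 0.021), in the paired fit (0.046) and without Ctrl-siRNA replicate 3 (0.03), and its Huh7 call was lost without Ctrl-siRNA replicate 2 (0.073), Ctrl-siRNA replicate 3 (0.059), UBL5-siRNA replicate 1 (0.078) or UBL5-siRNA replicate 2 (0.076) and with fold changes centred on the median (0.11). Of 16 mitochondrial UPR genes, 2 were higher and 5 lower in HepG2 (3 and 5 when adjusted over the list alone), with a median log2 fold change of −0.03 (camera, adjusted p = 0.6). In Huh7, 10 of 16 were higher and 3 lower (as when adjusted over the list alone), with a median of 0.19 (camera, adjusted p = 0.13). CLPX, a mitochondrial protease subunit, rose by 0.73 (adjusted p = 9.18e-08) in Huh7 and had 0.32 (adjusted p = 0.0573) in HepG2, where it passed with DESeq2 (0.019), in the paired fit (0.0092), and without Ctrl-siRNA replicate 3 (0.018) or UBL5-siRNA replicate 1 (0.046).

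Of the genes that the paper names from other work as lower in protein after UBL5 depletion, MCL1 is given above. CDCA5, the gene of Sororin, had −0.52 (adjusted p = 0.0223) in HepG2 and 0.50 (adjusted p = 0.000124) in Huh7. LZTS2 had 0.52 (adjusted p = 0.0352) and 1.19 (adjusted p = 5.66e-06). XRCC3, which shares most of its exon bases with KLC1, had −1.35 (adjusted p = 0.00113) and 0.04 (adjusted p = 0.801). In HepG2, the call of CDCA5 was lost (adjusted p) without Ctrl-siRNA replicate 1 (0.078), Ctrl-siRNA replicate 2 (0.057), UBL5-siRNA replicate 2 (0.072) or UBL5-siRNA replicate 3 (0.061), and that of LZTS2 without Ctrl-siRNA replicate 2 (0.081), Ctrl-siRNA replicate 3 (0.058), UBL5-siRNA replicate 1 (0.097) or UBL5-siRNA replicate 2 (0.11).

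Markers of other cell types were few. In HepG2, 2 of 8 endothelial markers could be tested, CDH5, with AATAAAGA in its 3′ UTR, at 5.06 (adjusted p = 0.00233) and PECAM1 at −1.01 (adjusted p = 0.0391), and none in Huh7. The PECAM1 call was lost (adjusted p) without Ctrl-siRNA replicate 2 (0.13), UBL5-siRNA replicate 1 (0.11), UBL5-siRNA replicate 2 (0.095) or UBL5-siRNA replicate 3 (0.059). Of fibroblast markers, 1 was higher and 0 lower of 3 tested in HepG2 (adjusted p = 0.52 from camera), and 2 were higher and 1 lower of 4 in Huh7 (adjusted p = 0.84). Of leukocyte markers, 1 was higher and 1 lower of 4 in HepG2 (adjusted p = 0.61), and 1 and 1 of 2 in Huh7 (adjusted p = 0.75). COL1A2 reached 4.51 CPM in UBL5-siRNA replicate 2 of HepG2 and at most 0.0383 in the other HepG2 libraries, and 4.83 in UBL5-siRNA replicate 3 of Huh7 and at most 0.959 in the others. COL3A1 reached 4.1 and 4.36 in this pair of libraries. No source was tested for this.

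The ranking of 7-mers was set before its result was seen, and the comparisons that single out AATAAAG were set after it had ranked first. A hypothesis for part of the genes that fell in both lines is that the UBL5 siRNA may act on transcripts with a match to its seed. Among 7-mers in 3′ UTRs, AATAAAG, which lies in the UBL5 transcript, ranked first by its t statistic in both lines (t −9.84 in HepG2 and −8.84 in Huh7, coefficients −0.133 and −0.137), and ATAAAGA ranked second with coefficients of −0.136 and −0.138. Some 7-mers that do not lie in the UBL5 transcript came near in size, such as AGCTACT (−0.111 and −0.112), GCACTCC (−0.107 and −0.123) and CAACATG (−0.102 and −0.122). The 8-mer AATAAAGA had coefficients of −0.239 and −0.252 against −0.015 and −0.04 for its 6-mer. The site lies once in the UBL5 transcript, in the 3′ UTR at chromosome 19 from 9830097 to 9830104, within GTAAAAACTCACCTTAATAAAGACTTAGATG, and of genes with a searched 3′ UTR 51.5% of 1958 lower in both lines held AATAAAG or ATAAAGA against 37.7% of 1741 higher in both, a difference that is no further test, since these 7-mers were picked for low fold changes in these genes. The 8-mer also lies in genes that rose, such as RBM39 in both lines (0.76 in HepG2 and 0.91 in Huh7) and KCNJ10 (2.59), ATF6 and CDH5 in HepG2. The polyadenylation signal in these bases is argued against, since the best of the other 7-mers that start with AATAAA ranked 7115 in the worse line and sites more than 50 bases before the end kept coefficients of −0.12 and −0.124. The sequence of the siRNA was not used here, as the paper places it in a reagent table outside its text, and a microRNA of like seed was not tested, so the match stays a hypothesis, and most genes lower in both lines may owe their change to other causes, as 37.7% of the higher genes hold one of these 7-mers as well.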
